# Transcriptome-wide analysis of alternative routes for RNA substrates into the exosome complex

**DOI:** 10.1371/journal.pgen.1006699

**Published:** 2017-03-29

**Authors:** Clémentine Delan-Forino, Claudia Schneider, David Tollervey

## Abstract

The RNA exosome complex functions in both the accurate processing and rapid degradation of many classes of RNA. Functional and structural analyses indicate that RNA can either be threaded through the central channel of the exosome or more directly access the active sites of the ribonucleases Rrp44 and Rrp6, but it was unclear how many substrates follow each pathway *in vivo*. We used CRAC (UV crosslinking and analysis of cDNA) in growing cells to identify transcriptome-wide interactions of RNAs with the major nuclear exosome-cofactor Mtr4 and with individual exosome subunits (Rrp6, Csl4, Rrp41 and Rrp44) along the threaded RNA path. We compared exosome complexes lacking Rrp44 exonuclease activity, carrying a mutation in the Rrp44 S1 RNA-binding domain predicted to disfavor direct access, or with multiple mutations in Rrp41 reported to impede RNA access to the central channel *in vitro*. Preferential use of channel-threading was seen for mRNAs, 5S rRNA, scR1 (SRP) and aborted tRNAs transcripts. Conversely, pre-tRNAs preferentially accessed Rrp44 directly. Both routes participated in degradation and maturation of RNAPI transcripts, with hand-over during processing. Rrp41 mutations blocked substrate passage through the channel to Rrp44 only for cytoplasmic mRNAs, supporting the predicted widening of the lumen in the Rrp6-associated, nuclear complex. Many exosome substrates exhibited clear preferences for a specific path to Rrp44. Other targets showed redundancy, possibly allowing the efficient handling of highly diverse RNA-protein complexes and RNA structures. Both threading and direct access routes involve the RNA helicase Mtr4. mRNAs that are predominately nuclear or cytoplasmic exosome substrates can be distinguished *in vivo*.

## Author summary

In all organisms, diverse classes of RNA perform a wide range of functions, including programing of protein synthesis, transcriptional and post-transcriptional regulation of gene expression and forming key structural and functional components for pre-mRNA splicing, ribosome synthesis and translation. In consequence, control of the quantity and quality of RNA synthesis and maturation is of key importance. In Eukaryotes, the RNA exosome complex plays a major role in both degradation of aberrant RNA molecules and maturation of functional RNAs. The exosome has a barrel-like structure, with a central channel through which RNAs are threaded to the exonuclease active site of Rrp44. However, in a different exosome conformation, RNAs can also directly access the Rrp44 active site. Here we report the interaction of RNAs with different exosome components and its major cofactor Mtr4 in wild type and mutant strains of yeast. We identified numerous RNAs with clear channel specificities, whereas channel-threaded and direct access routes cooperated for many other substrates. The pathway used by RNA to access Rrp44 reflects the nature and structure of the RNA and whether it is addressed to the exosome for accurate processing or complete degradation, helping us to understand these crucial but highly complex pathways *in vivo*.

## Introduction

In Eukaryotes, the exosome is the major RNA degradation complex responsible for quality control of most transcripts in both the nucleus and cytoplasm, processing of stable RNA precursors and turnover of pre-mRNAs, mRNAs and large numbers of non-coding RNAs (ncRNAs). A puzzling aspect of exosome substrate targeting is the basis of the distinction between precise 3’ processing of stable RNA species and the rapid, complete degradation of “constitutive” degradation substrates or aberrant RNAs and RNA-protein complexes (reviewed in [1]). Processing targets include precursors to the 5.8S rRNA, small nucleolar RNAs (snoRNAs) and small nuclear RNAs (snRNAs). Constitutive nuclear exosome targets include pre-rRNA spacer regions and several hundred different non-protein coding RNAs (ncRNAs). Constitutive cytoplasmic targets are the ~6,000 mRNA species. Aberrant RNAs apparently arise from all classes of transcription unit, including pre-rRNAs, pre-tRNAs, pre-mRNAs and the precursors to many other stable RNA species.

The exosome core has a barrel-like overall structure [2] and in the archaeal complex the nuclease active sites are positioned within a central channel (Fig 1A) [3]. In yeast and human cells the central channel is well conserved compared to Archaea, but point mutations have apparently eliminated the ancestral phosphorolytic activity of the complex [4–6]. Instead, hydrolytic exonuclease activity of the core exosome is provided by an associated protein termed Rrp44/Dis3 in yeast or Dis3 in humans. In the yeast nucleus and human nucleolus, a second exonuclease associates with the exosome, termed Rrp6 in yeast or EXOSC10 in humans.

**Fig 1:**
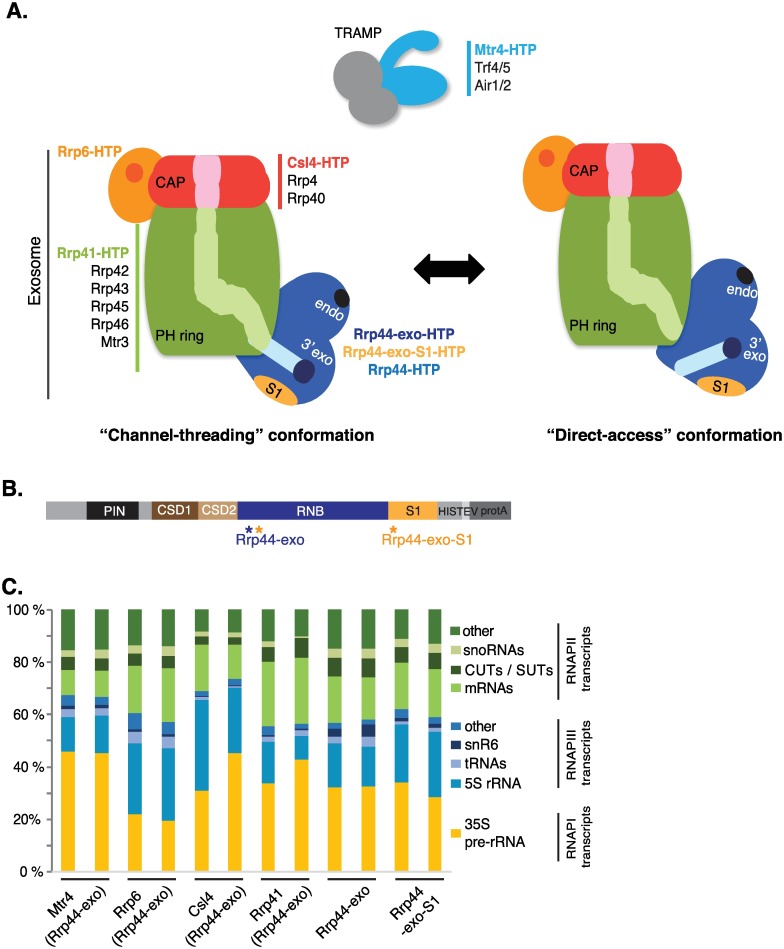
Exosome structure model and interactions. (A) Overview of the structures of the TRAMP nuclear cofactor complex and the exosome. The main components of the exosome are schematically represented: the cap in red, the PH-ring in green, forming a contiguous channel (in lighter color) through which the RNA can be threaded. Active sites are indicated in Rrp6 (orange; exonuclease) and Rrp44 (dark blue; endonuclease (endo) and 3’ ->5’ exonuclease (exo)). The Rrp44 S1 RNA binding domain is represented in yellow and the channel to access the Rrp44 exonuclease site in light blue. Two conformations are illustrated: “channel-threading" of the substrate in which the exosome barrel channel is connected to the Rrp44 channel (left panel). A structural rearrangement can disconnect both channels to allow “direct-access” of substrates to the Rrp44 exonuclase site (right panel). Proteins analyzed by CRAC are in bold color. (B) Domain structure of the Rrp44-HTP fusion. From N-terminus to C-terminus, the following domains are indicated: PIN (PilT N terminus) domain harboring endonuclease activity, CSD (Cold-Shock Domain) RNA binding domain, RNB (RNase II ribonuclease) domain harboring exonuclease activity, S1 RNA binding domain and the HTP-tag (His6, TEV protease cleavage site, protein A). (C) Distribution of reads mapped to different RNA substrate classes recovered in CRAC datasets. Two biological replicates are shown for each protein.

Rrp44 is composed of an N-terminal PIN domain responsible for endonuclease activity, two continuous RNA-binding cold-shock domains (CSD domains), an RNB domain carrying the exonuclease active site, and an RNA-binding S1 domain (Fig 1B). RNA substrates can reach the exonuclease site by threading through the central channel or via direct access [5, 7–9].

In the major pathway to the exonuclease active site of Rrp44, single-stranded substrates are threaded through the central channel, which protects around 33 nt of RNA [10]. Functional analyses of the PIN domain endonuclease activity of Rrp44 identified only the 7S pre-rRNA and excised 5’ ETS pre-rRNA fragments as targets for cleavage [11–13], whereas UV crosslinking identified apparent interactions between the PIN domain and many exosome substrates [14]. Exosome crystal structures indicate that the PIN domain is not accessed by substrates via the central channel [7]. However, partial occlusion of the central channel by temperature sensitive (ts) mutations in Rrp41 was reported to inhibit both the exonuclease and endonuclease activity of Rrp44 [15]. The exonuclease site in Rrp44 can also be accessed by a more direct route. This involves a structural rearrangement that disrupts the route for RNA through the central channel to the Rrp44 exonuclease site [8, 9]. Mutations in Rrp44 that are predicted to disfavor adoption of this direct access structure were reported to impair the degradation of two characterized exosome substrates, hypomodified tRNA_i_Met and truncated 5S ribosomal RNA (rRNA) [9]. The Rrp44 G916E mutation disturbs the OB-fold (oligonucleotide/oligosaccharide-binding fold) of the S1 RNA binding domain [16, 17] and abolished RNA binding to hypomodified tRNA_i_Met *in vitro* [6].

We anticipated that inactivation of the S1 domain would reduce RNA recruitment by direct access (Fig 1A, right panel), but not via threading through the central channel (Fig 1A, left panel). Conversely, charge-reversal mutations in Rrp41 that impair entry of RNA to the central channel should reduce utilization of the threaded pathway with little impact on direct access substrates. In addition, we anticipated that substrates following a pathway of direct access to Rrp44 might show limited crosslinking to exosome components located in the barrel of the exosome. On RNAs threaded through the channel, we anticipated that the distribution of exosome proteins might be resolved, at least on highly abundant substrates with a well-defined site of stalling.

The extent to which substrates for degradation by Rrp6 pass through the central channel *in vivo*, and in which orientation, remains unclear [18, 19]. However, substrate passage through the channel or, indeed, any interaction with the exosome, is apparently not obligatory for Rrp6 activity. Similar RNA phenotypes are seen following depletion of any of the ten “core” exosome components, including Rrp44, whereas loss of Rrp6 results in distinctly different effects showing that its functions are at least partially independent of the exosome barrel [20, 21]. Many highly structured RNA substrates are preferentially targeted by Rrp6, including the 5.8S+30 pre-rRNA, mature tRNAs, small nuclear (snRNAs) and small nucleolar RNAs (snoRNAs) [14, 22]. The core exosome complex appears to have little activity, but functions *in vivo* with several different activating cofactors in the nucleus and cytoplasm. Key nuclear cofactors include the RNA helicase Mtr4 [23, 24] [25], which can function either alone or in the context of the Trf4/5-Air1/2-Mtr4 polyadenylation (TRAMP) complexes [26–31].

*In vitro* analyses have given major insights into the structure of the exosome and its interactions with RNA and cofactors. However, despite this outstanding work it remains much less clear, *in vivo*, which RNAs and RNA-protein complexes are partitioned between the multiple different routes to the exosome active sites, or whether specific routes are favored for individual substrates that are destined for degradation versus accurate 3’-end processing. The aim of this work was to resolve these questions using a combination of UV-crosslinking and analysis of cDNAs (CRAC) on exosome subunits or cofactors (Mtr4) with mutations in the exosome to identify different classes of directly interacting RNAs.

## Results

UV crosslinking and analysis of cDNA (CRAC) was performed in actively growing cells as described [32, 33] on Rrp44-HTP, carrying a C-terminal, His6-TEV-Protein A tandem affinity purification tag, and on constructs carrying point mutations to inactivate the exonuclease catalytic site (Rrp44-exo; D551N) and disrupt RNA binding by the S1 domain (Rrp44-S1; G916E) as previously reported [6] [14]. We anticipated that lowered RNA binding affinity due to the S1 domain point mutation would reduce recruitment via the direct access route to the Rrp44 exonuclease active site. Growth tests of strains expressing only the mutant forms of Rrp44 (S1A and S1B Fig), showed minor defects in growth of the Rrp44-S1 strain suggesting that the G916E point mutation does not result in substantial mis-folding of Rrp44. More marked impairment was seen in the Rrp44-exo and Rrp44-exo-S1 strains, however, cultures used for CRAC analyses showed robust growth (S1A Fig).

The Rrp44-exo construct recovered substantially more target RNAs than wild type Rrp44, suggesting that bound substrates were being degraded during the extended incubations needed for purification of the RNA-protein complexes. Rrp44-exo had a similar substrate specificity to Rrp44 wild type, but was enriched for substrates normally degraded rapidly and efficiently by the exonuclease activity, such as RNAPII non-coding RNAs and a subset of RNAPIII transcripts (5S rRNA, U6 snRNA and scR1) indicating that they are under-estimated in Rrp44 wild type [14]. We therefore compared RNA recovered with Rrp44-exo-HTP (D551N) and Rrp44-exo-S1-HTP (D551N, G916E), which we anticipated to impair direct access.

In addition, non-tagged Rrp44-exo was combined with tagged forms of other exosome components, Rrp6-HTP, Csl4-HTP, Rrp41-HTP, and the major nuclear cofactor, Mtr4-HTP (see Fig 1A). 

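The libraries analysed here hold the RNAs that crosslinked in growing cells to Rrp44-exo-S1-HTP, or to Mtr4-HTP, Rrp6-HTP, Csl4-HTP or Rrp41-HTP beside untagged Rrp44-exo, with 2 libraries for each protein. In CRAC, proteins are crosslinked to RNA with UV light, the tagged protein is purified and the RNA bound to it is sequenced, so the number of reads on a transcript follows how often that protein contacted it. Rrp44-exo-HTP itself, to which the paper compares the other proteins, was not analysed here, nor was the RNAPIII subunit Rpo31, so Rrp44-exo-S1 served as the common reference. Mapped reads numbered 916665 and 1209187 for Rrp44-exo-S1 (median 1062926), 1410995 and 1477676 for Mtr4 (median 1444335.5), 697485 and 534239 for Rrp6 (median 615862), 612249 and 189927 for Csl4 (median 401088), and 171020 and 5618 for Rrp41 (median 88319). Between 51.5% of the reads (Rrp41 replicate 2) and 96.6% (Csl4 replicate 2) were mapped. They covered 939 distinct positions in Rrp41 replicate 2 and 21892 in replicate 1, against 259814 and 263611 for Rrp44-exo-S1. The authors trimmed adapters, collapsed identical reads that carried the same random barcode, aligned the rest to the sacCer3 genome with Novoalign and listed every mapped interval with its number of reads and the features it overlaps. For each transcript the reads on its own strand were counted from the deposited lists and scaled to the mapped reads of the library (RPM), without a further normalization. Libraries of the same protein differed by more than counting error, with Pearson's r across transcripts with at least 200 reads in a pair of 0.940 over 642 transcripts for Rrp44-exo-S1, 0.925 over 458 for Mtr4, 0.603 over 284 for Rrp6, 0.697 over 98 for Csl4 and 0.777 over 26 for Rrp41. Over all transcripts with at least 10 reads in the pair r was 0.798, 0.569, -0.164, -0.028 and -0.053 in the same order, where transcripts are not independent replicates. Transcripts were compared between proteins with edgeR's quasi-likelihood test, with 5036 transcripts tested, and single values per library with exact permutation tests, 2-sided. Of the 5 exact tests made on the libraries of this experiment, none passed after adjustment over the family, with the lowest adjusted p at 0.111. These tests treat all libraries as exchangeable, although libraries of the same protein belong together. Their p-values therefore do not measure how proteins vary.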

The aim was to confirm or refute the threading of substrate RNAs through the central channel. Our expectation was that RNAs directly accessing Rrp44 would show limited crosslinking to Csl4 and Rrp41 in the central channel. The relative association of substrates with Rrp44 and Rrp6 gives a further indication of the degradation pathway involved, while association with Mtr4 indicates the participation of the TRAMP complex. Notably, *in vitro* structural data place Mtr4 only at the entrance to the central channel—distant from the direct access pathway [30, 34]. The combination of Rrp44-exo with tagged forms of Rrp6 and Mtr4 did not influence growth rates. However, its combination with tagged Rrp41 or Csl4 significantly increased the time required for cultures to enter exponential growth.

The distributions of target RNAs recovered from different substrate classes are indicated in Fig 1C. 

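Transcripts of RNAPI were the largest class of reads with Mtr4, at 55.6% ± 0.0470 (SD, n = 2) of mapped reads on the 35S pre-rRNA, and took 33.0% ± 1.92 (SD, n = 2) with Rrp44-exo-S1 and 25.9% ± 3.24 (SD, n = 2) with Rrp6. The 5S rRNA, made by RNAPIII, was instead the largest class with Rrp6, at 36.5% ± 0.0414 (SD, n = 2), and took 21.6% ± 2.49 (SD, n = 2) with Rrp44-exo-S1 and 15.1% ± 0.856 (SD, n = 2) with Mtr4. Among RNAPII transcripts, mRNAs held 14.0% ± 0.570 (SD, n = 2) of the reads with Rrp44-exo-S1, 5.81% ± 0.0285 (SD, n = 2) with Mtr4 and 19.2% ± 3.06 (SD, n = 2) with Rrp41. Csl4 and Rrp41, subunits along the channel, had 41.9% ± 11.7 and 43.0% ± 2.99 (SD, n = 2 each) of their reads on the 35S pre-rRNA. The snoRNAs held 4.69% ± 0.378 (SD, n = 2) with Rrp44-exo-S1 and 1.63% ± 0.939 (SD, n = 2) with Rrp41. The only transcripts past an adjusted p of 0.05 in any of the comparisons of this experiment were both copies of the 35S pre-rRNA in the reference, RDN37-1 (chromosome XII, 451575 to 458432) and RDN37-2 (460712 to 467569), which share their reads. Each was higher with Mtr4 than with Rrp6, with a log2 fold change of 1.10 (standard error 0.18, adjusted p = 0.0251 from edgeR), as 277601 ± 313 RPM against 129409 ± 16705 RPM (SD, n = 2 each) on RDN37-1. This call was lost with TMM factors, with reads outside the rDNA as library size and without any one Mtr4 or Rrp6 library, each of which left 0 transcripts higher. It was also lost in DESeq2, with 180 higher, and with each distinct read position counted once, with 27 higher, as neither set held it. Against Rrp44-exo-S1, edgeR called 0 transcripts for each protein, with 9 higher and 259 lower at an unadjusted p under 0.05 for Mtr4, 37 and 1839 for Rrp6, 29 and 1304 for Csl4 and 93 and 312 for Rrp41, while DESeq2 called 0 for Mtr4, 12 higher and 433 lower for Rrp6, 8 and 92 for Csl4 and 14 and 111 for Rrp41. DESeq2 gave no adjusted p for 1758 transcripts for Rrp6, 2831 for Csl4 and 4100 for Rrp41, so these calls come from fewer transcripts than those of edgeR. On simulated data with the spread of these libraries, edgeR recovered 0% of 4-fold changes between Mtr4 and Rrp44-exo-S1. Calls of 0 in this fit, here and below, therefore do not show that a transcript was unchanged. The median log2 fold change of all transcripts was -1.22 for Mtr4, -2.18 for Rrp6, -2.03 for Csl4 and -5.61 for Rrp41, and -0.22, -2.43, -1.96 and -5.42 with TMM factors, so lists of transcripts are given relative to it.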

As expected, RNA species transcribed by all three RNA polymerases (RNAPI, RNAPII and RNAPIII) were recovered as exosome substrates. For simplicity, these major groups of transcripts will be discussed separately.

### Handover of RNAPI transcripts

Pre-ribosomal RNAs are characterized exosome substrates and were enriched in our datasets. In particular, the excised 5’ external transcribed spacer (5’ ETS) that is released by cleavage at site A0 (Figs 2 and S2) and the internal transcribed spacer 2 (ITS2) region that is present on the 7S pre-rRNA (5.8S rRNA with ~140 nt 3’ extension) and 5.8S+30 pre-rRNA (S2 Fig). Notably, both the 5’ ETS and the ITS2 region of the 7S pre-rRNA are also characterized substrate for the endonuclease activity of Rrp44 [11, 13]. It was, however, unclear whether they access Rrp44 directly or via threading.

**Fig 2:**
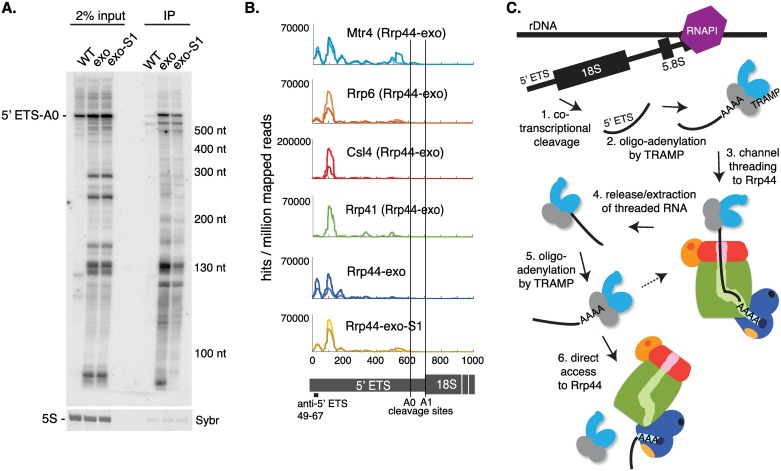
Targeting of the pre-rRNA 5’ external transcribed spacer 5’ ETS (RNAPI transcript) involves both channel threading and channel-independent pathways to access Rrp44. (A) Northern analysis of RNAs coprecipitated with immunoaffinity purified (IP) active Rrp44-HTP (WT), Rrp44-exo-HTP (exo) or Rrp44-exo-S1-HTP (exo-S1), along with 2% input RNA. RNA species are detected with a probe hybridizing near the TSS of the 5’ ETS (+49–67, see panel B for location of the probe). Sybr safe staining for 5S rRNA is shown as loading control. (B) Distribution of reads across the 5’ ETS, recovered with Mtr4, Rrp6, Csl4, Rrp41 in an Rrp44-exo background, and Rrp44-exo and Rrp44-exo-S1, normalized to millions of mapped reads. Scale is linear. A diagram of the 5’ ETS and the 18S rRNA is also shown. (C) Model for 5’ ETS degradation. Following cotranscriptional cleavage of the pre-rRNA, the 5’ ETS is oligo-adenylated by TRAMP and targeted to Rrp44 through the channel. The 5’ ETS is subsequently released from the channel (possibly aided by Mtr4 activity) and subjected to new oligo-adenylation by TRAMP, before being targeted to Rrp44 through direct access.

To address this point, we performed affinity-purification experiments without crosslinking. Rrp44-exo and Rrp44-exo-S1 both coprecipitated the full length 5’ ETS—A0 fragment and multiple degradation intermediates, notably a cluster of bands ranging from ~110–130 nt, indicating threading through the channel to Rrp44 (Fig 2A). However, the shortest fragments detected (~80 nt) using a transcription start site (TSS) proximal probe (+49–67) notably failed to coprecipitate with the exosome lacking S1 RNA binding activity.

Analysis of the read distribution across the 5’ ETS (Fig 2B) showed two major peaks for Rrp44-exo. The peak over +90 to +140 is retained in the Rrp44-exo-S1 double mutant and is also present in the datasets for the Csl4, Rrp41 and Rrp6 exosome components and the TRAMP component Mtr4. 

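In the Rrp44-exo-S1 libraries 50.7% ± 8.05 (SD, n = 2) of the coverage of the 5' ETS lay over +90 to +140, counted from the start of the 35S transcript at position 458432 of chromosome XII, and the highest position was +103 in both. This region also held 71.7% ± 5.73 (SD, n = 2) of the 5' ETS coverage with Csl4, 60.1% ± 3.57 (SD, n = 2) with Rrp41, 49.2% ± 8.59 (SD, n = 2) with Rrp6 and 32.0% ± 0.367 (SD, n = 2) with Mtr4. The highest position lay at +102 and +104 with Csl4, at +102 and +100 with Rrp41, at +100 and +97 with Rrp6 and at +98 and +97 with Mtr4. Mtr4, the helicase of the TRAMP complex, had its highest position inside the same window but the smallest share of coverage there. Coverage was computed from whole reads, which makes positions within a read length of each other dependent.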

Point mutations in the cDNA sequence data indicate the direct sites of protein-RNA contact. 

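Single nucleotide deletions in the Rrp44-exo-S1 reads lay at several positions of this part of the 5' ETS. The most frequent deletion was at +114 in both libraries, with 1552 of 23789 deletions over +1 to +200 (6.52%) in replicate 1 and 1071 of 16842 (6.36%) in replicate 2. The next most frequent was at +116 in replicate 1 and at +97 in replicate 2. With Mtr4 the most frequent deletion was at +117, with 14.7% and 13.5% of the deletions of each library, followed by +99 in replicate 1 and +97 in replicate 2. It was at +97 and +86 in the Rrp6 libraries, at +88 and +114 in the Csl4 libraries and at +114 in the larger Rrp41 library.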

Mutation analysis (S2A Fig) indicates that this region contains multiple Rrp44-associated sites, consistent with the multiple bands observed in the northern blot data (Fig 2A). This strongly indicates that the +90 to +140 peak represents a set of major intermediates in Mtr4-mediated degradation by threading to Rrp44, in cooperation with Rrp6. In contrast, the TSS proximal peak (~+20 - +50 nt) in Rrp44-exo was greatly reduced in the exo-S1 double mutant and largely absent from the Rrp41 and Csl4 crosslinking data, and recovered at only a low level withRrp6. It was, however, retained in the Mtr4 crosslinking data. 

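With Csl4 and Rrp41, both in the channel, +20 to +50 held 2.17% ± 0.436 and 2.45% ± 1.17 (SD, n = 2 each) of the 5' ETS coverage, and no separate peak was found before +80. Rrp6, the nuclear exonuclease, had 6.40% ± 0.811 (SD, n = 2) there, and Rrp44-exo-S1 had 9.71% ± 0.0197 (SD, n = 2), with a local peak at +35 and +36. The log2 ratio of mean coverage over +20 to +50 to that over +90 to +140 was -1.66 ± 0.23 (SD, n = 2) for Rrp44-exo-S1, -2.22 ± 0.44 (SD, n = 2) for Rrp6, -4.34 ± 0.41 (SD, n = 2) for Csl4 and -3.98 ± 0.81 (SD, n = 2) for Rrp41.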

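With Mtr4, 11.3% ± 3.68 (SD, n = 2) of the 5' ETS coverage lay over +20 to +50, with a local peak at +27 in both libraries. The log2 ratio of coverage in this window to that over +90 to +140 was -0.82 ± 0.50 (SD, n = 2), and each Mtr4 library lay above the 8 other libraries of the Rrp44-exo background, whose mean was -3.05 ± 1.28 (SD, n = 8). The share of Mtr4 over +20 to +50 differed from that of Rrp44-exo-S1 by less than the spread of Mtr4. Against Rrp44-exo-S1 the higher ratio thus came mostly from the smaller share of Mtr4 over +90 to +140. The difference of 2.22 from the 8 other libraries had p = 0.0444 in an exact permutation test over 45 splits, where 0.0222 is the smallest possible p and the adjusted p over 5 such tests is 0.111. The 8 other libraries are pairs of the same protein and not exchangeable, so this p does not measure the spread between proteins. With each distinct read position counted once the difference was 0.95 (p = 0.156, exact permutation test), and without Rrp41 replicate 2 it was 2.17 (p = 0.111, exact permutation test). With libraries exchanged only within the same read length the exact permutation p was 0.0833 over 24 splits, in a test added after the data were seen. Without Mtr4 replicate 1 it was 2.58 (p = 0.111) and without Mtr4 replicate 2 it was 1.87 (p = 0.333), where 0.111 is the smallest p an exact permutation test of 1 library against 8 can reach.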

Downstream of the +90 to +140 region, distributed binding is seen in all datasets including Rrp44-exo-S1 and Mtr4. This would be consistent with the northern blot data and indicates largely processive degradation through this region.

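Past +140 and up to +700 the mean coverage of the 5' ETS was 3921 ± 788 RPM (SD, n = 2) for Rrp44-exo-S1 and 8709 ± 2178 RPM (SD, n = 2) for Mtr4. It was 2511 ± 124 RPM (SD, n = 2) for Rrp6, 2895 ± 1191 RPM (SD, n = 2) for Csl4 and 4330 ± 2002 RPM (SD, n = 2) for Rrp41. The region runs to the end of the spacer, next to the 18S rRNA.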

The data would support a model in which the region from the 5’ end of the ETS to site A0 (5’ ETS-A0) would be threaded through the channel, contacting Csl4 and Rrp41. We predict that this species is initially submitted to repeated cycles of oligo-adenylation by TRAMP, as previously proposed [26], each facilitating unwinding by Mtr4 and threading (Fig 2C). A number of fragments are detected from this region, which do not appear to be lost in the exo–S1 double mutant. From the location of the +130 nt fragment further degradation may be impeded by strong secondary structure that is predicted in the 5’ domain of the ETS. Short 5’ fragments with 3’ ends matching the major peaks and crosslinks in the ETS around +50 would not be observed in the northern blot analysis. However, the lack of crosslinking to Rrp41, Csl4 or Rrp6 strongly indicates that these RNAs are not threaded though the channel. Despite this, the crosslinking data indicate that this region is a target for Mtr4, strongly suggesting that Mtr4 can also facilitate the direct access pathway to Rrp44.

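Counted by read 3' ends instead of coverage, as another setting of the same 5' ETS test, the log2 ratio of +20 to +50 over +90 to +140 was -0.35 ± 0.42 (SD, n = 2) for Mtr4 and -3.12 ± 1.19 (SD, n = 8) for the other libraries. This difference of 2.77 had p = 0.0222 in an exact permutation test, the smallest p that 2 libraries against 8 allow, and was not adjusted. By coverage the difference of 2.22 had an exact permutation p of 0.0444 (adjusted p = 0.111 over 5 tests), which was 0.0833 with libraries exchanged only within the same read length, and by distinct read positions it was 0.95 (p = 0.156). From the crosslinks of Mtr4 near the TSS and their near absence on Rrp41, Csl4 and Rrp6, the paper proposes that Mtr4 also assists RNAs that reach Rrp44 directly.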

The 7S pre-rRNA was coprecipitated with similar efficiency by Rrp44-exo and Rrp44-exo-S1 suggesting that is processed by threading through the channel (S2B Fig). However, the shorter 6S pre-rRNA (5.8S rRNA + 5–8 nt 3’ overhang) was less efficiently recovered by Rrp44-exo-S1 than Rrp44-exo. 

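On the 7S pre-rRNA, the precursor of 5.8S rRNA, Csl4 had the largest share of its coverage just past the 5.8S rRNA among the 5 proteins. The first 30 nt past the 5.8S rRNA (RDN58-1, chromosome XII, 455414 to 455571) held 50.3% ± 0.0153 (SD, n = 2) of the coverage of the 140 nt extension with Csl4, 41.3% ± 9.92 (SD, n = 2) with Rrp41 and 31.9% ± 3.96 (SD, n = 2) with Rrp44-exo-S1. Rrp6 and Mtr4 had 24.4% ± 4.46 and 24.1% ± 0.427 (SD, n = 2 each) there. The highest position was 24 nt past the 5.8S rRNA in Rrp44-exo-S1 replicate 1, in Rrp6 replicate 2 and in all Csl4 and Rrp41 libraries, 27 nt in Rrp44-exo-S1 replicate 2 and Mtr4 replicate 1, and 60 and 70 nt in Mtr4 replicate 2 and Rrp6 replicate 1. The Rrp6 share lay 12.5 points below the mean of the 8 other libraries, 36.9% ± 11.3 (SD, n = 8), which was not past the threshold (p = 0.156, exact permutation test, adjusted p = 0.194 over 5 tests).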

The distribution of reads across the 7S pre-rRNA (S2C Fig) showed a strong peak upstream of the 3’ end of the 5.8S+30 pre-rRNA (indicated by a dashed black line) with all core exosome subunits and, to a lesser extent, with Rrp6. The processing of 7S to 5.8S+30 is normally dependent on the core exosome rather than Rrp6, whereas processing from 5.8S+30 to 6S is strongly Rrp6-dependent [35]. Binding of Rrp44 3’ to 5.8S+30 is not sensitive to inactivation of the S1 RNA binding domain, and this region is also bound by Rrp41, Csl4 and Mtr4, strongly indicating that the 3’ end of the 7S pre-rRNA is threaded through the channel. 

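Downstream of the 30 nt, over nt 31 to 140 past the 5.8S rRNA, the mean coverage was 3650 ± 958 RPM (SD, n = 2) with Rrp44-exo-S1. Mtr4 had 9668 ± 2888 RPM (SD, n = 2) and Rrp6 2428 ± 97.1 RPM (SD, n = 2) in this part of ITS2. The channel subunits Csl4 and Rrp41 had 1367 ± 674 and 2165 ± 502 RPM (SD, n = 2 each).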

At 5.8S+30 we speculate that further processing via the channel is blocked by the RNA-protein structure of the mature 5.8S region (see also [36]). The remaining ITS2 region must presumably then be extracted from the channel and re-targeted to Rrp6. The peak of exosome association with the 5.8S+30 region may reflect the time required for this reorganization.

### RNAPIII transcripts show differences in threading through the exosome channel

The overall distribution of target RNAs (Fig 1C) suggested that binding of RNAPIII transcripts, in particular snR6 and tRNAs, is sensitive to the Rrp44-S1 mutation. To better characterize the interactions of individual RNAPIII transcripts with the channel and direct access pathways, we applied k-means clustering algorithms to the Rrp44-exo and Rrp44-exo-S1 data (Fig 3A). Clustering is based on reads per million total mapped reads (RPM) for each RNAPIII transcript, averaged between two datasets.

**Fig 3:**
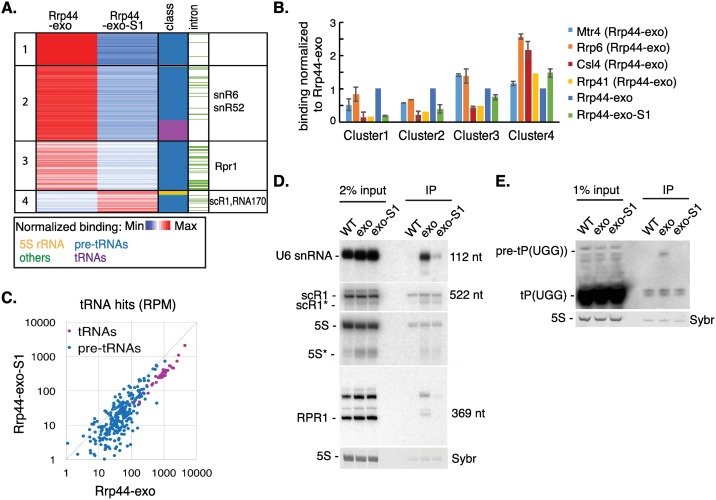
RNAPIII transcripts show differences in threading through the channel. (A) RPMs (reads per million mapped reads) for each RNA species were averaged between two replicates of either Rrp44-exo (column 2) or Rrp44-exo-S1 (column 3) constructs and arranged by k-medians clustering (k = 4, column 1). Distributions of pre-tRNAs (blue), tRNAs (purple), 5S rRNA (yellow) and other non-coding RNAPIII transcripts (green) are indicated in column 4. Intron-containing pre-tRNAs are indicated in green in column 5. Transcripts discussed in the text are indicated in column 6. See also S3 Table. (B) Relative protein association of all RNAPIII transcripts from each cluster was calculated for Mtr4, Rrp6, Csl4, Rrp41, Rrp44-exo and Rrp44-exo-S1 in total RPM. Averages between two independent experiments are shown with standard deviation, except for Rrp41 where fewer reads were recovered and only the largest dataset is shown. (C) 2D scatter-plot comparing RPM across pre-tRNAs and tRNAs recovered with Rrp44-exo and Rrp44-exo-S1. (D-E) Northern analysis of RNAs coprecipitated with Rrp44-HTP (WT), Rrp44-exo-HTP (exo) or Rrp44-exo-S1-HTP (exo-S1), along with 2% (D) or 1% (E) input RNA, probed for RNAPIII transcripts: U6 snRNA, scR1, 5S rRNA, RPR1 (D) or tRNAPro(UGG) (E). Sybr safe staining for 5S rRNA is shown as loading control. Asterisks indicate previously reported truncation products that are known exosome substrates.

Clustering identified four groups of RNAPIII transcripts (Fig 3A). For the large majority of RNAPIII transcripts (Clusters 1–3) interactions with Rrp44 were strongly reduced by the S1 mutation, since substantially fewer reads were recovered with Rrp44-exo-S1 than Rrp44-exo. This indicates that these RNA species predominately access Rrp44 in a channel-independent manner. For Cluster 4 transcripts, relative recovery was higher with Rrp44-exo-S1 compared to Rrp44-exo. In the double mutant many RNAs show reduced binding, so species for which binding is unaltered will show an apparent increase in relative recovery. We conclude that Cluster 4 transcripts are insensitive to loss of the S1 RNA binding activity, indicating that they are predominately threaded. These species included the 5S rRNA, scR1 (RNA component of the signal recognition particle, SRP), RNA170 and a subset of pre-tRNAs.

Most tRNA isoacceptors are transcribed from multigene families in which the mature tRNAs are the same but the flanking, transcribed pre-tRNA regions are unique. Pre-tRNAs were differentiated by aligning sequences to a database composed only of pre-tRNA regions (with 15 nt overhang on each end) and using only uniquely mapped reads. For the mature tRNA regions, the genomic source cannot be differentiated within gene families, and they appear as a single entry in Fig 3A. Reads that match internal tRNA sequences may therefore be generated from mature tRNAs or precursors. However, given the large excess of mature tRNAs, these are likely to predominate and the reads are designated as “tRNA”. In the cluster analysis, mature tRNAs predominately fall in cluster 2, which is characterized by particularly low binding to Rrp44-exo-S1 relative to Rrp44-exo. In contrast, pre-tRNAs and other RNPIII transcripts were distributed between different clusters. A subset of yeast pre-tRNAs contain introns (shown in green in “intron” column of Fig 3A), but these were not clearly segregated from non-intronic pre-tRNAs. Notably, pre-tRNAs for the same isoacceptor did not systematically fall into the same clusters, suggesting they are not processed in the same way.

The RNAPIII cluster data derived from Rrp44 crosslinking was compared to the association of the same transcripts with the exosome channel components, Csl4 and Rrp41, exonuclease Rrp6 and cofactor Mtr4 (Fig 3B). Here, binding to different proteins was averaged between two independent experiments and is presented relative to Rrp44-exo binding (set to 1). For Rrp41 CRAC, which reproducibly recovered relatively low numbers of reads, only the experiment with the highest number of reads was used, to reduce noise in the calculation. 

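Among RNAPIII transcripts, the reads of Csl4 were more tilted than those of Rrp44-exo-S1, Mtr4 and Rrp6 towards cluster 4 over cluster 1. Cluster 4 holds the 5S rRNA, its most abundant member, the scR1 RNA of the signal recognition particle and a subset of pre-tRNAs. The most abundant member of cluster 1 was a mature tRNA, tR(UCU). The clusters are those of S3 Table, which the study drew from Rrp44-exo and Rrp44-exo-S1 libraries, so the Rrp44-exo-S1 values are not independent of them. The log2 ratio of cluster 4 to cluster 1 reads was 9.86 ± 1.82 (SD, n = 2) for Csl4, 8.57 in replicate 1 and 11.14 in replicate 2, and 8.23 ± 0.19 (SD, n = 2) for Rrp44-exo-S1, while it was 6.92 ± 0.27 (SD, n = 2) for Mtr4 and 7.05 ± 0.37 (SD, n = 2) for Rrp6. For the larger Rrp41 library it was 9.32, between the Csl4 libraries. The other, replicate 2, had 0 cluster 1 reads and was set to a floor of 3 reads, chosen after the values were seen, which gave at least 8.29. The Csl4 libraries exceeded Rrp44-exo-S1 by 1.63 and the mean of all 8 other libraries by 2.10 (p = 0.0444, exact permutation test, adjusted p = 0.111 over 5 tests). The p was 0.0556 without Rrp41 replicate 2 or without either Rrp44-exo-S1 library and 0.0889 on ranks and 0.0833 with libraries exchanged only within the same read length, and the difference from the other 8 libraries was 0.65 (p = 0.467) without the most abundant transcript of each cluster, 0.82 (p = 0.556) without Csl4 replicate 2 and 3.39 (p = 0.111) without Csl4 replicate 1, all from exact permutation tests. From Rrp44-exo-S1 alone, which was not tested, the differences were then 0.37, 0.34 and 2.91.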

Association with Csl4 and Rrp41 was significantly higher for cluster 4, consistent with threading of these substrates through the channel. Conversely, Csl4 and Rrp41 binding was the lowest for cluster 1, in which transcripts are the most affected by the S1 mutation, with intermediate levels for clusters 2 and 3. 

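Cluster 1 comprised 56 transcripts and its reads, relative to Rrp44-exo-S1, stood at 0.715 ± 0.758 (SD, n = 2) for Csl4, from 0.179 to 1.25 between replicates, and at 0.461 in the larger Rrp41 library. In cluster 2, with U6 snRNA and most mature tRNAs, the values were 0.451 ± 0.201 (SD, n = 2) for Csl4 and 0.655 for the larger Rrp41 library. In cluster 3, with the RNase P RNA RPR1, they were 0.566 ± 0.0768 (SD, n = 2) and 0.721. Cluster 4 had the highest values, 1.46 ± 0.172 (SD, n = 2) for Csl4 and 0.984 for the larger Rrp41 library. The paper gives such values relative to Rrp44-exo. Its clusters were drawn by recovery with Rrp44-exo-S1 against Rrp44-exo, reduced in clusters 1 to 3 and higher in cluster 4. Values relative to Rrp44-exo-S1 are thereby raised in clusters 1 to 3 and lowered in cluster 4, so their order cannot be set against the paper's.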

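Relative to Rrp44-exo-S1, Rrp6 recovered 3.96 ± 0.894 (SD, n = 2) of the reads of cluster 1, 1.62 ± 0.213 (SD, n = 2) of cluster 2, 1.31 ± 0.290 (SD, n = 2) of cluster 3 and 1.73 ± 0.0481 (SD, n = 2) of cluster 4. This reference is low in cluster 1 by the way the clusters were drawn, so the values do not rank the clusters as values relative to Rrp44-exo would. Of 275 tRNA genes, 231 had a positive log2 fold change with Rrp6 against Rrp44-exo-S1 and 44 a negative one, with a median of 1.30, which is 3.48 above the median of all transcripts. Copies of a tRNA gene share the mature sequence, so these genes are not independent. The list as a whole ranked above the other transcripts (limma's camera, adjusted p = 5.47e-50), a call that was lost with an estimated correlation (adjusted p = 0.331 with an estimated correlation). No single tRNA gene passed the threshold in edgeR, while 10 were higher in a fit on the libraries of these groups alone. Of 11 other RNAPIII transcripts, 8 were higher and 1 lower when adjusted over the list alone, and 0 over all transcripts, with a median of 0.75. The 8, named after their values were seen, are the 6 copies of the 5S rRNA, which share reads, the signal recognition particle RNA SCR1 with a log2 fold change of 1.02 (standard error 0.34) and SNR52, a snoRNA made by RNAPIII. The lower one is RNA170, with 0 Rrp6 reads against 21 and 49 with Rrp44-exo-S1. Camera put this list above the other transcripts too (adjusted p = 0.000533, and adjusted p = 0.383 with an estimated correlation).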

Association with Rrp6 was strong in all clusters suggesting that a major turnover pathway for tRNAs involves targeting to Rrp6. This is consistent with a previous report that tRNAs show higher binding with Rrp6 than Rrp44 [14].

RNAs from cluster 4 showed more than two-fold higher relative binding by Rrp6 or Csl4 than Rrp44. We speculate that these substrates can be degraded either by Rrp6, which directly contacts Csl4 [18], or by threading through the channel to Rrp44. Association with Mtr4 was seen across all clusters, indicating that it functions as a cofactor in both channel-mediated and direct access to Rrp44. 

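With Mtr4, reads relative to Rrp44-exo-S1 were 1.94 ± 0.225 (SD, n = 2) for cluster 1, 1.26 ± 0.119 (SD, n = 2) for cluster 2, 1.45 ± 0.204 (SD, n = 2) for cluster 3 and 0.782 ± 0.0546 (SD, n = 2) for cluster 4. The paper's values are relative to Rrp44-exo. Low recovery with Rrp44-exo-S1 defines cluster 1, which raises its value here, so the order of the clusters is not comparable. Of 275 tRNA genes, which are not independent because copies share the mature sequence, 235 had a positive and 40 a negative log2 fold change. Their median was 0.78, which is 2.00 above the median of all transcripts. Camera placed the list above the other transcripts (adjusted p = 1.42e-43), with adjusted p = 0.467 with an estimated correlation. In edgeR 0 of these genes passed the threshold, and 26 were higher in a fit on the Mtr4 and Rrp44-exo-S1 libraries alone. From the presence of Mtr4 in every cluster, the paper concludes that it acts as a cofactor for threaded substrates and for those with direct access.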

The highest association with Mtr4 was on cluster 3 transcripts, with relative binding similar to Rrp6 and slightly greater than Rrp44-exo. This suggests that these substrates could use either Rrp6 or direct-access to Rrp44 for their degradation, facilitated by Mtr4 in both cases.

The cluster analyses indicated that while pre-tRNAs show some differences in their interactions with Rrp44, mature tRNAs were grouped together in cluster 2 and all were sensitive to the S1 mutation. This was further analyzed by comparing each tRNA and pre-tRNA on a 2D plot (Fig 3C). Mature tRNAs showed markedly decreased binding to Rrp44-exo-S1 relative to Rrp44-exo, suggesting they directly access Rrp44 *in vivo*. Pre-tRNAs showed a much greater spread in their relative interactions with Rrp44-exo-S1 and Rrp44-exo, consistent with the cluster analysis. These data suggest that a subset of pre-tRNAs are threaded, whereas the majority use the direct access pathway.

To independently assess dependence of RNAPIII transcripts belonging to different clusters on the Rrp44 S1 binding domain for exosome association, coprecipitation without crosslinking was performed with Rrp44-HTP, Rrp44-exo-HTP and Rrp44-exo-S1-HTP (Fig 3D and 3E), followed by Northern blotting. The cluster analyses indicated that exosome association of snR6 (U6 snRNA) (cluster 2), RPR1 (RNA component of RNase P) (cluster 3) and pre-tRNA^Pro^_UGG_ (pre-tP(UGG)) (cluster 2, 3, 4) should be dependent on the S1 RBD, whereas binding of 5S rRNA and scR1 (cluster 4) was expected to be less S1-dependent. Northern hybridization confirmed that this is the case, with U6, RPR1 and pre-tP(UGG) showing reduced coprecipitation with the Rrp44-exo-S1 mutant. The 3’ truncated 5S species (5S*) is a well characterized exosome substrate and its binding was not clearly affected by the S1 mutation (see also S3A–S3C Fig).

### Exosome distribution across individual RNAPIII transcripts

We investigated the distribution of protein-binding sites in more detail across individual RNAPIII transcripts. As examples, (S3A–S3C Fig) shows these data for RPR1, snR6 and 5S rRNA. On RPR1, binding of Rrp44, Mtr4 and Rrp6 showed strong accumulation close to the TSS (S3A Fig). 

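RPR1, the RNA of RNase P (chromosome V, 117667 to 118035), had 907 and 1156 reads that overlap the mature gene with Rrp44-exo-S1, 3879 and 5393 with Mtr4 and 489 and 997 with Rrp6. The first 25% of the gene held 22.9% ± 3.32 (SD, n = 2) of its coverage with Rrp44-exo-S1, 16.3% ± 1.26 (SD, n = 2) with Mtr4 and 17.3% ± 3.14 (SD, n = 2) with Rrp6. Csl4 had the largest share there, 33.2% ± 5.18 (SD, n = 2), over 454 and 516 reads. Of these shares only that of Csl4 exceeds the 25% of an even spread. Coverage upstream of the mature 5' end, where reads began up to 84 nt before it, was not included. These shares therefore do not test the accumulation close to the TSS that the paper describes. The highest position of Rrp44-exo-S1 lay at nt 105 and 143 of the gene.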

Their distribution was similar to the RNAPIII subunit Rpo31 [37] and was not clearly altered in the S1 mutant. This suggests a degree of pausing or stalling leading to release of nascent RNAs that are degraded via the exosome channel. In contrast, a strong peak at the 3’ end of the transcript does not correlate with high RNAPIII occupancy or binding to Rrp41, and the association of this site with Rrp44 is lost in Rrp44-exo-S1. This indicates that post-transcriptional 3’ processing or degradation of RPR1 involves direct access to Rrp44, in cooperation with Mtr4 and Rrp6. 

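Rrp41 had 98 reads on RPR1 in its larger library, with 28.6% of the coverage in the first 25% of the gene and 0% in the last 25%, and 0 reads in replicate 2. The last 25% held 22.7% ± 7.27 (SD, n = 2) of the RPR1 coverage with Rrp44-exo-S1, a mean of 76.7 ± 22.4 RPM. With Mtr4 it held 27.2% ± 7.21 (SD, n = 2), a mean of 271 ± 85.0 RPM, and the replicates of Rrp6 were far apart at 0.925% and 43.4%. The highest position of Mtr4 was nt 123 in one replicate and nt 356 in the other.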

The pattern was broadly similar at the 3’-end of the U6 snRNA (S3B Fig) but distinct on the 5S rRNA (S3C Fig; and see above).

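On the U6 snRNA SNR6 (chromosome XII, 366235 to 366346), the last 25% held 19.3% ± 1.49 (SD, n = 2) of the coverage with Mtr4, 12.2% ± 1.63 (SD, n = 2) with Rrp6 and 11.8% ± 5.51 (SD, n = 2) with Rrp44-exo-S1. The channel subunits had little there, 1.51% ± 0.846 (SD, n = 2) with Csl4 and 0.0805% ± 0.0830 (SD, n = 2) with Rrp41. On the 5S rRNA RDN5-1 (chromosome XII, 459676 to 459796), the last 25% held 24.3% ± 0.439 (SD, n = 2) with Mtr4, 12.7% ± 0.0613 (SD, n = 2) with Csl4, 10.1% ± 1.06 (SD, n = 2) with Rrp6, 8.74% ± 1.68 (SD, n = 2) with Rrp44-exo-S1 and 4.51% ± 1.75 (SD, n = 2) with Rrp41. On the scR1 RNA, SCR1 (chromosome V, 441987 to 442508), most coverage lay in the first 25%, 78.5% ± 7.17 (SD, n = 2) with Rrp44-exo-S1 and 67.3% ± 1.54 (SD, n = 2) with Mtr4.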

To assess the distribution of protein-binding sites across pre-tRNA and tRNA species, each individual tRNA gene was displayed in 2-dimensional plots (Fig 4A–4F). Each line on the Y axis corresponds to a transcription unit. The X axis shows the absolute position on the gene aligned to the 3’ end of the mature tRNA. Metagene plots below the heat maps show the sum of binding across all individual genes.

**Fig 4:**
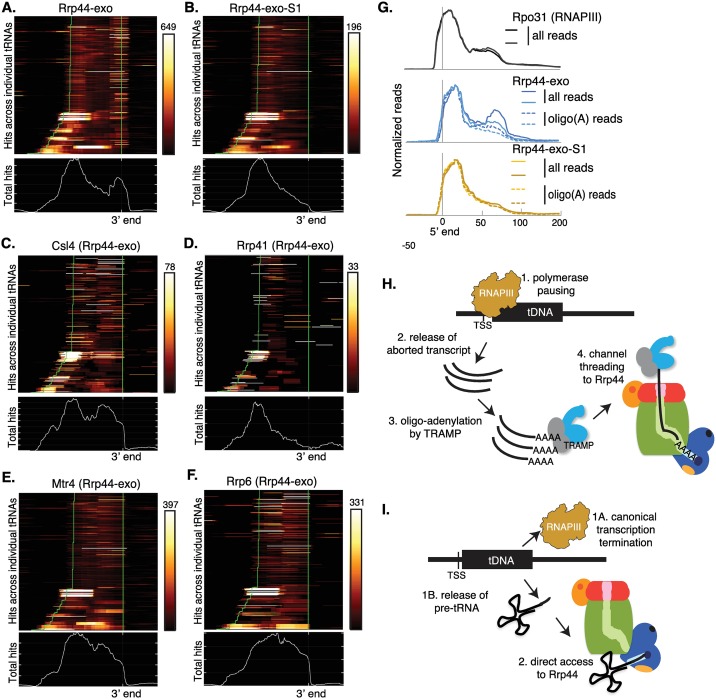
Rrp44 is involved in two distinct tRNA processing pathways. (A-F): Metagene analysis of binding across tRNAs for Rrp44-exo (A), Rrp44-exo-S1 (B), Csl4 (C), Rrp41 (D), Mtr4 (E) and Rrp6 (F), all in an Rrp44-exo background. Upper plots show read distributions across all tRNA genes ordered by length and aligned by the 3’ termini of mature tRNAs. Numbers above color scale box indicates the maximum number of hits recovered in individual genes. Green lines indicate the 5’ and 3’ boundaries of the mature tRNAs. Longer genes at the foot of the columns are intron-containing. Total reads are presented in lower graphs in each panel. (G) Metagene analysis of binding across tRNA genes for Rpo31 (RNAPIII subunit) (black), Rrp44-exo (blue) and Rrp44-exo-S1 (yellow) aligned to mature tRNA 5’ ends. Dashed lines in the Rrp44 samples indicate binding profiles specifically for reads that include 3’ oligo(A) tails absent from the genomic sequence. (H) Model for the degradation of 5’ regions of tRNAs: Aborted transcripts released by RNAPIII pausing are oligo-adenylated by TRAMP and targeted to Rrp44 through the exosome channel. (I) Model of 3’ processing of tRNAs: Following transcription termination, 3’ extended pre-tRNAs directly access Rrp44.

Rrp44-exo was strongly bound to both the 5’ and 3’ ends of pre-tRNAs (Fig 4A), indicating that both 5’ and 3’ extended pre-tRNAs are Rrp44 substrates. In comparison, binding of Rrp44-exo-S1 was strongly reduced over the 3’ extended pre-tRNAs and the 3’ region of the mature tRNAs (Fig 4B). 

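Over 275 tRNA genes, Rrp44-exo-S1 had 22.3% ± 0.146 (SD, n = 2) of its coverage in the 3' part, from the middle of the mature tRNA to 15 nt past its end, and 46.3% ± 0.0847 (SD, n = 2) in the first 25%. The last 25% of the genes held 7.28% ± 0.314 (SD, n = 2) and the 15 nt past the mature 3' end 0.630% ± 0.115 (SD, n = 2). Another 9.67% ± 0.233 (SD, n = 2) lay in the 15 nt upstream of the mature tRNA.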

The distribution of reads mapped to Rrp41, located within the central channel, closely resembled Rrp44-exo-S1, strongly indicating that (pre-) tRNA 5’ regions are threaded substrates. 

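The larger Rrp41 library also had most of its tRNA coverage at the 5' end, with 51.5% in the first 25%, 17.4% in the 15 nt upstream, 15.0% in the 3' part and 3.78% in the last 25%. Rrp41 replicate 2, with 42 distinct tRNA positions against 819 in replicate 1, had 10.0% in the first 25% and 77.3% in the 3' part.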

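Csl4, Mtr4 and Rrp6 carried more of their tRNA coverage in the 3' part of the genes than Rrp44-exo-S1 and the larger Rrp41 library, with 38.3% ± 0.387 (SD, n = 2) for Csl4, 38.4% ± 1.41 (SD, n = 2) for Mtr4 and 51.4% ± 16.1 (SD, n = 2) for Rrp6, whose replicates had 39.9% and 62.8%. The first 25% of the tRNA genes held 33.3% ± 4.70, 32.9% ± 1.13 and 21.9% ± 9.68 (SD, n = 2 each). Coverage 4 to 8 nt past the mature 3' end, relative to that over the last 5 nt of the tRNA, was 9.22% ± 1.90 (SD, n = 2) for Mtr4, 2.86% ± 0.866 (SD, n = 2) for Rrp6, 13.9% ± 13.4 (SD, n = 2) for Csl4 and 17.6% ± 3.92 (SD, n = 2) for Rrp44-exo-S1. Without Rrp41 replicate 2, Rrp44-exo-S1 and Rrp41 had a 3' share of 19.8% ± 4.20 (SD, n = 3) and the other proteins 42.7% ± 9.88 (SD, n = 6), a difference of -22.8 points (p = 0.0119, exact permutation test, the smallest p that 3 libraries against 6 allow). With that library the difference was -8.47 points (p = 0.476, exact permutation test, adjusted p = 0.476 over 5 tests). Libraries of the same protein belong together here too, so neither p measures the spread between proteins.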

Distributions of reads recovered with the exosome cap component Csl4, Rrp6 or Mtr4 were similar to each other but distinct from Rrp44, with a sharp drop at the 3’ end of the mature tRNA region (Fig 4D–4F). In summary, this indicates that 3’ ends of pre-tRNAs directly access the Rrp44 active site, while 5’ regions of (pre-) tRNAs are threaded through the central channel. In contrast, mature tRNAs are degraded via a different pathway involving Rrp6, Mtr4 and perhaps Csl4 in the exosome cap. 

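Read from 5' to 3', the third 25% of the tRNA genes held 27.2% ± 7.25 (SD, n = 2) of the coverage with Rrp6, 22.4% ± 0.871 (SD, n = 2) with Mtr4 and 22.4% ± 1.98 (SD, n = 2) with Csl4, against 14.3% ± 0.0529 (SD, n = 2) with Rrp44-exo-S1. The last 25% held 22.8% ± 8.01, 14.8% ± 0.116 and 14.2% ± 2.85 (SD, n = 2 each). From the 3' loss in Rrp44-exo-S1 and the 5' reads of Rrp41, the paper concludes that tRNA 5' regions are threaded and that pre-tRNA 3' ends reach Rrp44 directly, and it states that mature tRNAs take a route with Rrp6, Mtr4 and perhaps Csl4.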

Notably, in published structures, Mtr4 directly contacts Rrp6, which binds to Csl4, and the route taken by substrates to the active site of Rrp6 is likely to involve interactions with the Rrp4/Rrp40/Csl4 ring [19, 30].

Mtr4 is a component of the Trf4/5-Air1/2-Mtr4 polyadenylation complex (TRAMP), which adds oligo(A) tails to RNAs prior to targeting them to the exosome for degradation. Mapping of reads that carry oligo(A) tails that are not encoded in the genomic sequence can therefore identify TRAMP targets. (Pre-) tRNA reads containing non-encoded oligo(A) tails represent ~23% of total reads for both Rrp44-exo and Rrp44-exo-S1, but only ~2% for reads recovered with the RNAPIII subunit Rpo31. Fig 4G presents the alignment of oligo-adenylated reads to tRNAs in comparison with all reads. Notably, the pre-tRNA 3’ regions that are bound by Rrp44-exo but not Rrp44-exo-S1 or Mtr4 also showed low oligoadenylation (Fig 4A, 4B, 4E and 4G), indicating that they are not predominately TRAMP substrates.

Strong binding of Rrp44-exo across pre-tRNA 5’ regions was very similar to Rpo31 (Fig 4G) [37]. RNAPIII pausing or slowing was previously observed over the box A internal promoter region [37] and we speculate that this can result in the release of truncated pre-tRNAs. These are apparently targeted by the TRAMP complex (Fig 4E), oligoadenylated, and reach Rrp44 through the channel, since they are not clearly affected by the S1 mutation (Fig 4G and 4H). Notably, short, truncated RNAPII transcripts are also targeted by the TRAMP and exosome complexes [38–40] (and see below).

For each tRNA, relative protein-binding to the 5’ region versus the 3’ region was calculated. The correlations between the binding profiles obtained for Rpo31 (RNAPIII), Rrp44-exo and Rrp44-exo-S1 were determined by calculating Pearson coefficients (S3D Fig). The total Rrp44-exo-S1 and oligo-A Rrp44-exo-S1 datasets are highly correlated with each other and with Rpo31. Rrp44-exo oligo(A)^+^ reads are substantially better correlated with RNAPIII than were total Rrp44-exo reads. This is consistent with the model that Rrp44 is involved in 2 events: A cotranscriptional (pre-) tRNA degradation pathway, in which TRAMP and the exosome channel play major roles (Fig 4H), and a post-transcriptional processing pathway, in which (pre-) tRNAs directly access Rrp44 (Fig 4I).

### Exosome binding to RNAPII transcripts

Clustering analysis was also performed for RNAPII transcripts, allowing us to identify four clusters (Fig 5A). Recovery of Cluster 1 transcripts was strongly reduced by the S1 mutation, indicating predominately channel-independent access to Rrp44. Transcripts in Cluster 2 show a lower degree of dependence on the S1 RNA binding activity. Cluster 3 is enriched for transcripts on which relative binding was unaffected by the S1 mutation indicating that they can use either pathway. For Cluster 4, relative recovery was higher with Rrp44-exo-S1, indicating they are predominately threaded. The distribution of different classes of RNAPII transcripts was broadly similar across the different clusters, indicating that they do not systematically differ in their pathway dependence, in contrast to RNAPIII transcripts.

**Fig 5:**
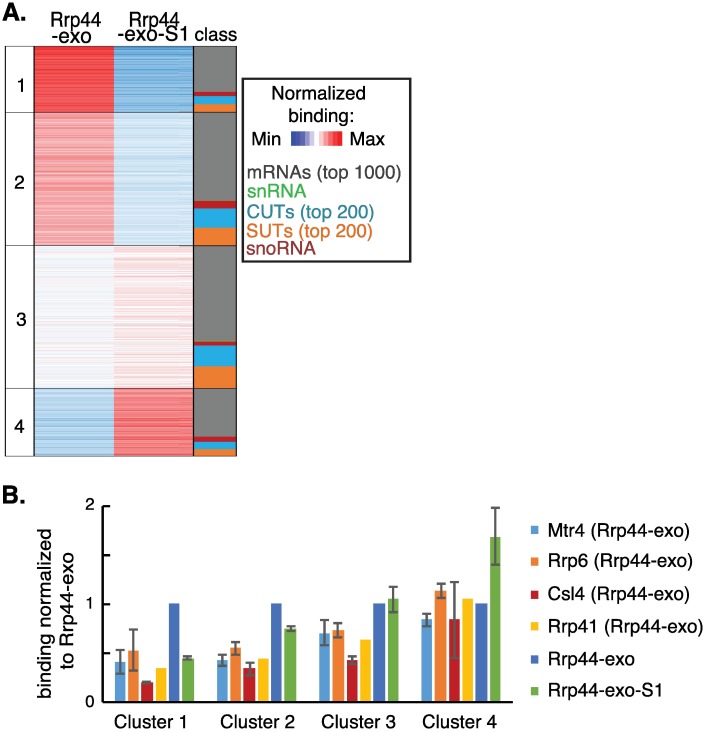
RNAPII transcripts show differences in threading through the channel and direct access to Rrp44. (A) Clustering based on reads per kilobase per million total mapped reads (RPKM) for each transcript for top 1000 mRNAs, top 200 SUTs, top 200 CUTs, 75 snoRNAs and 4 snRNAs. Hits were averaged between two replicates of either Rrp44-exo (column 2) or Rrp44-exo-S1 (column 3) constructs and arranged by k-medians clustering (k = 4, column 1). Location of mRNAs (grey), snRNAs (green), snoRNA (dark red), CUTs (blue) and SUTs (orange) were indicated in column 4. See also S4 Table. (B) Association of all RNAs from each cluster with Mtr4, Rrp6, Csl4, Rrp41, Rrp44-exo and Rrp44-exo-S1 in total RPKM. Averages between two independent experiments are shown with standard deviation, except for Rrp41 where fewer reads were recovered and only the largest dataset is shown.

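Among RNAPII transcripts in the clusters of S4 Table, Csl4 had a log2 ratio of cluster 4 to cluster 1 RPKM of 2.33 ± 0.61 (SD, n = 2) and Rrp44-exo-S1 of 1.97 ± 0.44 (SD, n = 2). The ratio was 1.83 for the larger Rrp41 library and 0.25 for the other, which has 5618 mapped reads. Relative to Rrp44-exo-S1, cluster 4, which comprises 246 transcripts and whose most abundant member is the snoRNA SNR48, had 0.527 ± 0.222 (SD, n = 2) of the RPKM with Csl4, against 0.393 ± 0.00412 (SD, n = 2) for cluster 1, 0.440 for cluster 2 and 0.364 ± 0.0619 (SD, n = 2) for cluster 3. Csl4 lay 1.04 above the mean of the 8 other libraries (p = 0.0889, exact permutation test, adjusted p = 0.148 over 5 tests), which was -0.23 (p = 0.689, exact permutation test) without the most abundant transcript of each cluster, 0.61 (p = 0.444) without Csl4 replicate 1 and 1.48 (p = 0.111) without Csl4 replicate 2. With libraries exchanged only within the same read length, in a test added after the data were seen, the exact permutation p of the 1.04 was 0.0417, the smallest that 24 splits allow. From Rrp44-exo-S1 alone, which was not tested, the difference was 0.37, and -1.05 without the most abundant transcripts, -0.07 without Csl4 replicate 1 and 0.80 without Csl4 replicate 2. The study drew these clusters on libraries that include Rrp44-exo-S1, which is not independent evidence of their direction.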

The relative association of exosome channel components Csl4 and Rrp41 with the different RNAPII clusters correlated with higher relative binding to Rrp44-exo-S1, consistent with increased threading (Fig 5B). Rrp6 and Mtr4 exhibited high binding to cluster 3 and 4 transcripts, suggesting they would play a major role in their degradation, also consistent with the lower sensitivity of these groups to the Rrp44 S1 binding domain mutation. However, we anticipate that mRNAs, in particular, will interact with the exosome and its cofactors in different ways during nuclear pre-mRNA surveillance and cytoplasmic mRNA turnover.

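Rrp6 had 0.780 ± 0.213 (SD, n = 2) of the Rrp44-exo-S1 RPKM in cluster 3 and 0.671 ± 0.0646 (SD, n = 2) in cluster 4, and Mtr4 had 0.732 ± 0.0696 and 0.514 ± 0.0455 (SD, n = 2 each). In cluster 1 the values were 1.22 ± 0.533 (SD, n = 2) for Rrp6 and 1.05 ± 0.299 (SD, n = 2) for Mtr4, and in cluster 2 they were 0.692 and 0.531. The paper's values are relative to Rrp44-exo. Cluster 1 was drawn as low in Rrp44-exo-S1, which raises the cluster 1 values here, so the order of the clusters cannot be set against the paper's. Clusters 1 to 3 comprised 238, 485 and 514 transcripts, whose most abundant members were CUT567, CUT677 and SUT298. The log2 ratio of cluster 4 to cluster 1 RPKM was 1.18 ± 0.51 (SD, n = 2) for Rrp6 and 0.97 ± 0.54 (SD, n = 2) for Mtr4.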

### snoRNA 3’ end processing via direct-access to Rrp44

The box C/D and box H/ACA classes of snoRNA were present in all four clusters (Fig 5A). Alignment of the 3’ ends of all box H/ACA snoRNAs (Fig 6A) shows strong Rrp44 binding downstream of the mature 3’ end, but no significant difference between Rrp44-exo and Rrp44-exo-S1. In contrast, Rrp44 binding downstream of the 3’ end of box C/D snoRNAs (Fig 6B) is elevated in Rrp44-exo-S1, and extends into the mature snoRNA.

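With Rrp44-exo-S1, 78.4% ± 0.350 (SD, n = 2) of the coverage around the mature 3' end of 46 box C/D snoRNAs, which guide methylation of rRNA, lay past that end. For 29 box H/ACA snoRNAs, which guide pseudouridylation, the share was 69.3% ± 3.66 (SD, n = 2). Mtr4 and Rrp6 had more of their reads inside the mature box C/D snoRNAs, with 43.0% ± 12.6 and 31.7% ± 10.7 (SD, n = 2 each) past the 3' end. Csl4 had 75.6% ± 7.00 (SD, n = 2) and the larger Rrp41 library 92.2%.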

**Fig 6:**
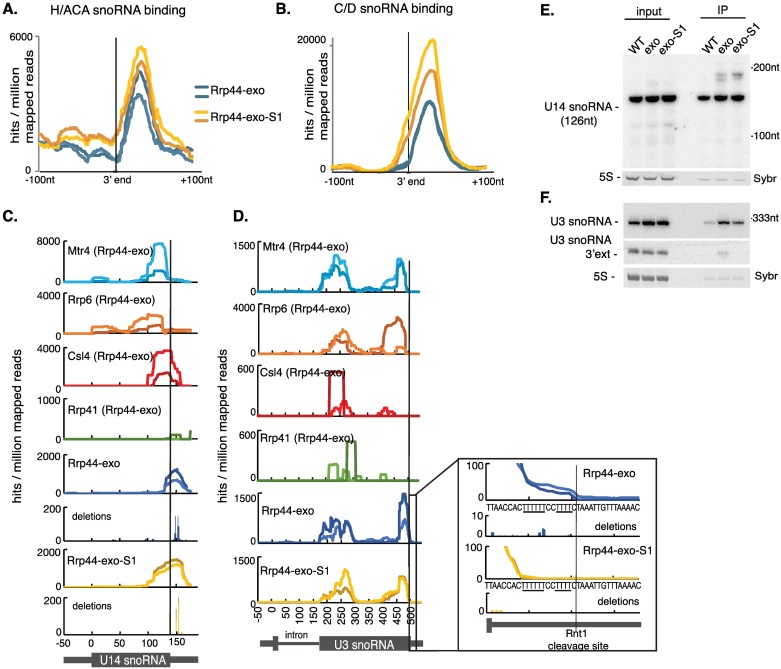
snoRNAs use both channel threading and direct access to Rrp44 for processing. (A, B) Metagene analyses of all box H/ACA snoRNAs (A) or all box C/D snoRNAs (B) aligned by the 3’ end of the mature snoRNA region. Two independent experiments for Rrp44-exo (blue) and Rrp44-exo-S1 (yellow) are shown. (C, D): Distribution of reads across the box C/D snoRNAs U14 (C) and U3 (D), recovered with Mtr4, Rrp6, Csl4, Rrp41 in the Rrp44-exo background, and Rrp44-exo and Rrp44-exo-S1, normalized by millions of mapped reads. Scale is linear. (E-F) Northern analysis of RNAs coprecipitated with wild type Rrp44-HTP (WT), Rrp44-exo-HTP (exo) or Rrp44-exo-S1-HTP (exo-S1), along with 2% (E) or 1% (F) input RNA, probed for the box C/D snoRNAs U14 (E) or U3 (F). Sybr safe staining for 5S rRNA is shown as a loading control.

Examples of individual box C/D snoRNAs, U14 and U3, are shown in Fig 6C and 6D. Similar read distributions over the 3’ flanking region of the U14 snoRNA were observed for the Rrp44-exo and Rrp44-exo-S1 CRAC datasets (Fig 6C). Single nucleotide deletions (indicating RT errors at the actual site of crosslinking) were mapped to the same nucleotides, showing that both Rrp44 mutants contact U14 at sites 24 nt and 29 nt downstream of the mature 3’ end (indicated by a solid line). 

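On U14 (SNR128, chromosome X, 139566 to 139691), a box C/D snoRNA needed for the processing of 18S rRNA, the deletions of Rrp44-exo-S1 fell on the same positions in both libraries. Position +28 past the mature 3' end had 188 deletions in 1299 reads (14.5%) in replicate 1 and 190 in 1399 (13.6%) in replicate 2. Position +23 had 133 in 1385 reads (9.60%) and 95 in 1462 (6.498%). In Mtr4 replicate 2 the most frequent deletions lay inside the mature snoRNA, at -5 with 55 in 12570 reads.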

Interestingly, even though the contact points are the same for Rrp44-exo and Rrp44-exo-S1, reads are extended further upstream of the 3’ mature end in Rrp44-exo-S1. This suggests that normal processing of pre-U14 involves both direct access and channel threading to Rrp44. 

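The highest coverage of Rrp44-exo-S1 on U14 lay 26 and 27 nt past the mature 3' end in its libraries. Csl4 peaked 5 and 3 nt past the end, Mtr4 at -4 and -5 nt and Rrp6 at -11 and -26 nt, where negative positions lie inside the mature snoRNA. The mean coverage of the last 50 nt of U14 was 2595 ± 1970 RPM (SD, n = 2) with Mtr4, 1081 ± 741 RPM (SD, n = 2) with Rrp6, 827 ± 707 RPM (SD, n = 2) with Csl4 and 373 ± 58.0 RPM (SD, n = 2) with Rrp44-exo-S1. In limma, the mean 3' end of the SNR128 reads with Mtr4 differed from that with Rrp44-exo-S1 by -32.9 nt (standard error 9.28), which did not pass the threshold (adjusted p = 0.130).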

Supporting threading, the peak binding sites of Csl4, Mtr4 and Rrp6 lie progressively further upstream of the Rrp44-exo and Rrp44-exo-S1 peaks. Their locations would be consistent with crosslinking to 3’ extended pre-U14 that is threaded through the exosome with a 3’ end located in the Rrp44 active site. RNA coprecipitation (Fig 6E) confirmed that binding of the major 3’ extended form of U14 is not lost when the S1 domain is disrupted, whereas a shorter extended form of U14 was not recovered in association with Rrp44-exo-S1.

In the case of the U3 snoRNA, previous analyses had shown that rapid cotranscriptional cleavage by Rnt1 (RNase III) is followed by binding of the Lsm2-8 complex and Lhp1 (La) to 3’ oligo(U) tracts [41–43]. 

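U3 (SNR17A, chromosome XV, 780107 to 780596), the snoRNA that base pairs with the pre-rRNA for the early cleavages, had 1856 and 3189 reads with Rrp44-exo-S1, 4516 and 4810 with Mtr4 and 3077 and 2084 with Rrp6. Csl4 had 210 and 100 reads and Rrp41 92 and 1. The mean coverage of U3 was 180 ± 42.1 RPM (SD, n = 2) with Rrp44-exo-S1, 235 ± 45.1 RPM (SD, n = 2) with Mtr4, 443 ± 149 RPM (SD, n = 2) with Rrp6 and 36.4 ± 22.9 RPM (SD, n = 2) with Csl4. The last 100 nt held 44.8% ± 5.91 (SD, n = 2) of the coverage with Rrp44-exo-S1, 33.8% ± 4.32 (SD, n = 2) with Mtr4 and 71.7% and 15.9% in the Rrp6 libraries.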

Rrp44, Mtr4 and Rrp6 all showed binding predominately over the 3’ region of the mature U3 sequence (Fig 6D), whereas little association was observed for the channel proteins Csl4 or Rrp41. Crosslinking of Rrp44-exo also extended into the 3’ flanking region and encompassed the oligo(U) tracts, whereas crosslinking of Rrp44-exo-S1 was limited to the region 5’ to the oligo(U) tracts (Fig 6D; see zoom in). RNA coprecipitation of 3’ extended U3 was lost in the Rrp44-exo-S1 mutant (Fig 6F), indicating direct access to Rrp44. We conclude that this is the major pathway for initial 3’ maturation of U3 snoRNA following Rnt1 cleavage, which is likely to be cotranscriptional. 

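The part of the SNR17A gene around the start of exon 2, past nt 160 and up to nt 280, held 45.4% ± 4.20 (SD, n = 2) of the U3 coverage with Rrp44-exo-S1 and 58.2% ± 1.49 (SD, n = 2) with Mtr4. With Csl4 it held 63.9% and 100% in the libraries, over few reads, and 68.0% in the larger Rrp41 library. The Rrp6 libraries differed, with 26.5% and 58.9%.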

All exosome components, as well as Mtr4, showed additional strong association over the 5’ region of exon 2 of U3. The lack of effect of the S1 mutation plus association with the core exosome components Rrp41 and Csl4 indicates that these U3 regions are threaded through the channel for degradation, possibly of the mature snoRNA.

Overall snoRNA recovery was not strongly affected by the S1 mutation (S4A Fig). The 3’ ends of all snoRNAs were aligned for each of the proteins along the threaded path to Rrp44 (S4B Fig). This revealed the displacement in binding from the top to bottom of TRAMP-exosome complex: Mtr4 occupied the most upstream position, followed by Csl4 and Rrp41, with Rrp44 most downstream. These results indicate that snoRNA turnover mainly proceeds via the threaded pathway. 

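Aligned by the mature 3' end of 75 snoRNAs, the highest coverage of Rrp44-exo-S1 lay 25 nt past that end in both libraries. In the larger Rrp41 library it lay at 21 nt and in the Csl4 libraries at 11 and 15 nt. Mtr4 had it at -6 nt in both libraries, inside the mature snoRNA, and Rrp6 at -6 and -7 nt. The peak of Mtr4 was displaced by -31 nt from that of Rrp44-exo-S1, with no spread between the replicates of either protein, and this difference was the same without any one of these libraries. By read 3' ends the displacement was -25.5 nt, with the peaks of the Mtr4 libraries at 27 and 4 nt past the end, those of Rrp44-exo-S1 at 41 nt and those of Csl4 at 27 nt. On box H/ACA snoRNAs alone it was -41 nt, with the Rrp44-exo-S1 peak at 31 nt in both libraries, Csl4 at 12 and 24 nt and Mtr4 at -11 and -9 nt.

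**Figure D1:**
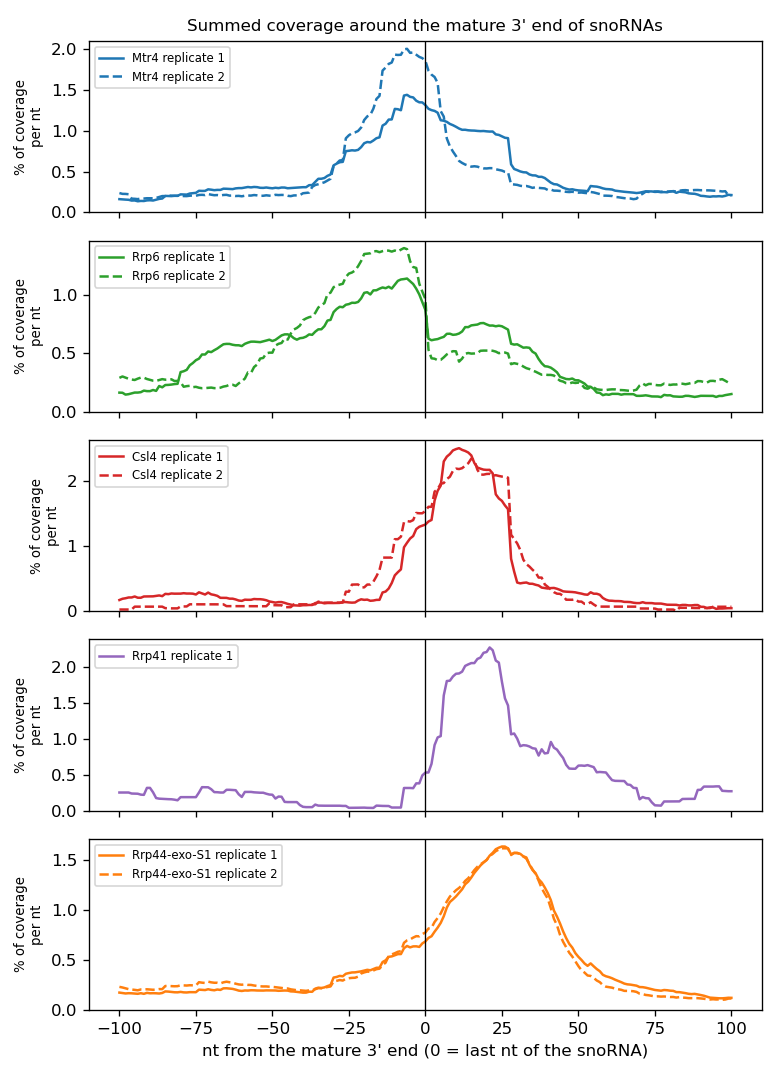
Coverage around the mature 3' end, summed over 75 snoRNAs, for Mtr4, Rrp6, Csl4, Rrp41 and Rrp44-exo-S1 (1 panel per protein, 1 line per library, Rrp41 replicate 2 left out). The x axis is the position in nt from the mature 3' end, and the y axis the percentage of the coverage shown that lies at each nt. The Rrp44-exo-S1 lines are highest past the 3' end and the Mtr4 and Rrp6 lines before it.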

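For single snoRNAs, the mean 3' end of the Mtr4 reads lay upstream of that of Rrp44-exo-S1 for 60 of 72 snoRNAs with enough reads, with a median difference of -17.1 nt. In limma 1 of them passed the threshold upstream and 0 downstream, with 14 and 1 at an unadjusted p under 0.05. Without any one Mtr4 or Rrp44-exo-S1 library this count was 0. With Rrp6, 57 of 67 snoRNAs lay upstream (median -23.6 nt), of which 9 passed. With Csl4, 45 of 62 lay upstream (median -12.6 nt), with 34 of 38 box C/D snoRNAs (median -17.5 nt) but 11 of 24 box H/ACA snoRNAs (median 2.77 nt), and limma called 0 upstream and 0 downstream, with 9 and 3 at an unadjusted p under 0.05. With Rrp41 the median was -7.05 nt over 32 snoRNAs, all from the larger library, and no calls are given because the other library has 54 snoRNA reads. No other tool was run on read ends. From the order of the binding peaks of Mtr4, Csl4, Rrp41 and Rrp44, the paper concludes that snoRNA turnover runs mainly through the channel.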

In principle, a similar distribution of factors might be expected on other threaded substrates, however, this is only clearly resolved on strongly expressed substrates with a well-defined site of exosome stalling, such as that predicted to be induced by the snoRNA-associated proteins.

### mRNAs are predominately threaded through the exosome

Binding of the top 1000 expressed mRNAs to Rrp44-exo and Rrp44-exo-S1 was compared (S5A Fig). Their distribution close to the diagonal showed that they are predominately threaded through the channel. On protein-coding genes, Rrp44-exo showed a pronounced peak of TSS proximal binding and this profile was not clearly affected by loss of S1 RNA binding (S5B Fig). Among the few mRNAs with strongly reduced recovery in Rrp44-exo-S1 was *INO1*, which encodes Inositol-3-phosphate synthase [44, 45]. Rrp44-exo binding was strikingly high immediately upstream of the start codon of the gene, whereas these reads were lost completely in Rrp44-exo-S1 (S5C Fig). 

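INO1 (chromosome X, 134332 to 135933), the gene of the first enzyme of inositol synthesis, had 0 reads over its coding region and 0 in the 437 nt before the start codon in the Rrp6, Csl4 and Rrp41 libraries, with 1 read over the coding region among the Mtr4 libraries. Mtr4 had 11 and 23 reads in the 437 nt before the start codon, or 11.7 ± 5.49 RPM (SD, n = 2). Rrp44-exo-S1 had 14 and 7 reads there, or 10.5 ± 6.71 RPM (SD, n = 2), and 4 and 14 over the coding region.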

Other exosome subunits showed few if any hits across *INO1*. The *INO1* gene has a 5’ UTR region of 437 nt, which is exceptionally long for yeast. This highly unusual structure suggests that the region is involved in regulation, and we speculate that direct access to Rrp44 might contribute to the regulation of *INO1* mRNA levels.

The Rrp44-exo exosome complex protects some 33 nt of RNA *in vitro* [10]. However, this protection is lost in complexes that include a mutant form of Rrp41 with four reverse-charge point mutations at the RNA entry site (K62E, S63D) and exit site (R95E, R96E) of the channel [10]. 

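For the Rrp41-channel experiment, 1 library of Rrp44-HTP with wild type Rrp41 and 2 libraries of Rrp44-HTP in cells with the mutated Rrp41 were analysed here, all with catalytically active Rrp44. Another library with wild type Rrp41, which S5 Table lists, was not analysed here, nor were the reads with oligo(A) tails. The libraries comprised 341948 mapped reads with wild type Rrp41 and 453976 and 350350 with Rrp41-channel (median 402163), over 133405, 128315 and 69833 distinct positions. Reads were shorter than in the Rrp44-exo libraries, with a mean aligned length of 24.7, 23.8 and 23.8 nt. The authors processed the reads and listed them with their features in the same way, and the counts were again taken per transcript and as RPM. With a single wild type library its own spread is not known. edgeR therefore takes the spread from all 13 libraries in 7 groups, and alternatively from the 3 libraries of this experiment alone, in which the Rrp41-channel pair gives the spread. The Rrp41-channel libraries had a Pearson's r of 0.954 across the 88 transcripts with at least 200 reads in the pair and of 0.608 across the 3373 with at least 10 reads, where transcripts are not independent replicates.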

In an attempt to further define substrates reaching Rrp44 through the channel, we performed CRAC on wild type Rrp44-HTP in a strain where Rrp41 carries these four point mutations (Rrp41-channel). 

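Reads on mRNAs made up 23.6% of mapped reads with wild type Rrp41 (95% Wilson interval 23.5% to 23.7%) and 11.0% ± 0.840 (SD, n = 2) with Rrp41-channel, with 11.6% (11.5% to 11.7%) in replicate 1 and 10.4% (10.3% to 10.5%) in replicate 2. This is a log2 ratio of -1.10 ± 0.11 (SD, n = 2), which was -0.57 among reads outside the rDNA. The 35S pre-rRNA took 58.8% with wild type Rrp41 and 69.7% ± 1.84 (SD, n = 2) with Rrp41-channel, and the 5S rRNA 2.68% and 3.59% ± 0.262 (SD, n = 2). The tRNAs held 2.74% and 2.26% ± 0.295 (SD, n = 2), snoRNAs 1.47% and 1.84% ± 0.0254 (SD, n = 2), CUTs 2.47% and 2.71% ± 0.213 (SD, n = 2) and SUTs 1.31% and 1.22% ± 0.0997 (SD, n = 2). On simulated data with the spread of these libraries, edgeR with all libraries recovered 0% of 4-fold changes in this comparison. Calls of 0 in that fit, for single transcripts or lists here and below, therefore do not show that Rrp44 binding was unchanged. In edgeR with all libraries 0 of 5036 transcripts passed the threshold, with 1 higher and 41 lower at an unadjusted p under 0.05, and in DESeq2 0, with 7 higher and 0 lower. An edgeR fit of the 3 libraries of this experiment alone called 259 transcripts lower and 8 higher, but it has 1 wild type library and takes its spread from the Rrp41-channel pair only, so these calls do not show a difference beyond the spread of wild type libraries. Among noncoding lists in the fit with all libraries, box H/ACA snoRNAs had a median log2 fold change of 0.36, with 23 of 29 positive (camera, adjusted p = 0.000157, and adjusted p = 0.0632 with an estimated correlation). SNR30, which is needed for 18S rRNA processing, had 871 RPM with wild type Rrp41 and 1286 ± 21.6 RPM (SD, n = 2) with Rrp41-channel. The median was 0.41 over 11 RNAPIII transcripts other than tRNAs (9 positive, adjusted p = 0.0124, and adjusted p = 0.616 with an estimated correlation), 0.02 over 46 box C/D snoRNAs (24 positive, adjusted p = 0.00112, and adjusted p = 0.616 with an estimated correlation) and 0.14 over 6 spliceosomal snRNAs (4 positive, adjusted p = 0.220). For 275 tRNA genes it was -0.30 (74 positive), while camera placed the list above the other transcripts (adjusted p = 0.00326, and adjusted p = 0.651 with an estimated correlation), where the median of all transcripts was -0.62. With TMM factors the tRNA median was 0.28. Of the 11 RNAPIII transcripts, 6 are copies of the 5S rRNA, which share reads and were all positive, and 3 of the 5 others were positive. Copies of a tRNA gene also share the mature sequence, so neither list holds independent transcripts. When adjusted over the list alone, 0 members of any of these lists passed in edgeR.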

Unexpectedly, comparison of wild type Rrp44-HTP with the Rrp44-HTP, Rrp41-channel strain showed clear crosslinking differences only for mRNAs (Fig 7A), with overall mRNA binding substantially reduced by channel mutation.

**Fig 7:**
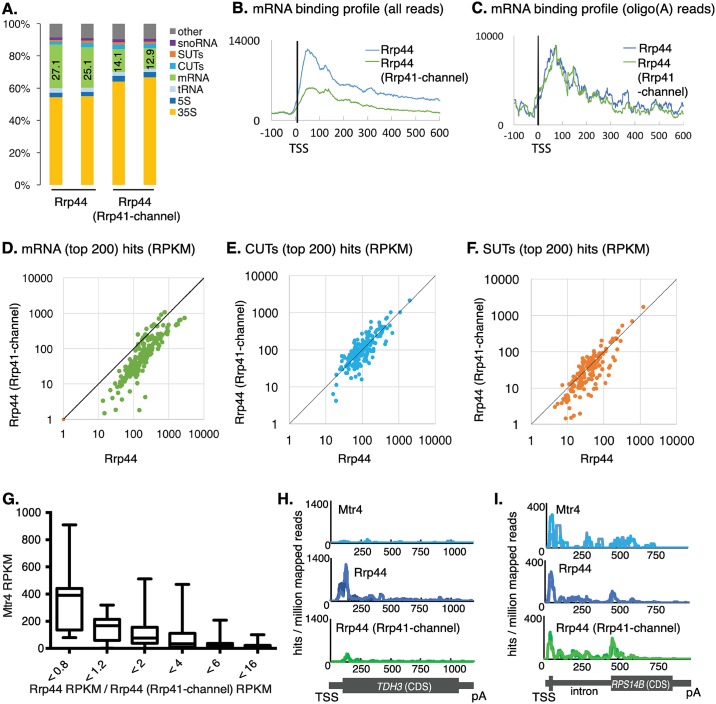
Cytoplasmic processing of mRNAs is affected by the Rrp41-channel mutation. (A) Distributions of RNA classes in mapped reads recovered with Rrp44 in strains expressing wildtype Rrp41 (left columns) or the Rrp41-channel mutant that is predicted to partially occlude the central channel of the exosome (-channel, right columns). Two biological repeats are shown for each strain. (B-C) Metagene analysis of binding across mRNA genes for Rrp44 in strains expressing wild type Rrp41 (blue) or the Rrp41-channel mutant (green) aligned to the transcription start site (TSS), for all reads (B) or only reads that include non-encoded 3’ oligo(A) tails (C), normalized per millions mapped reads. Data from two biological repeats were averaged for each analysis. (D-F) RPKMs for each RNA species were averaged between two replicates of either Rrp44 with wild type Rrp41 or the Rrp41-channel mutant construct and displayed on a 2D scatter plot for top 200 mRNAs (D), top 200 CUTs (E) or top 200 SUTs (F). Species above the diagonal line are predicted to be strongly subject to nuclear degradation. See also S5 and S6 Tables. (G) Mtr4 binding (RPKM) across mRNAs in function of ratio of Rrp44 binding between strains expressing wild type Rrp41 and the Rrp41-channel mutant. Mtr4 preferentially binds mRNAs not affected by channel mutation, consistent with nuclear degradation. (H-I) Distribution of reads recovered with Mtr4 or Rrp44 (with wild type Rrp41 or the Rrp41-channel mutant) across the *TDH3* gene (H), targeted less in Rrp41-channel strains, and *RPS14B*, which is not sensitive to channel mutation, normalized to millions of mapped reads. Scale is linear.

In the crystal structure of an Rrp6-associated nuclear exosome complex, the channel was seen to be widened relative to the complex lacking Rrp6 [18]. We therefore postulate that the Rrp41-channel mutation may inhibit RNA passage through the cytoplasmic exosome, but not through the widened channel in the nuclear complex. This model is in agreement with our conclusion that only cytoplasmic exosome substrates, which are predominately mRNAs, are affected by the Rrp41-channel mutation.

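Over 938 of the 1000 mRNAs with the most reads in the wild type library, those with a coding region of at least 500 nt, Rrp44 coverage was highest at the start codon in each library. From 50 nt before to 100 nt after the start codon the coverage summed over these mRNAs was on average 6126 RPM with wild type Rrp41 and 2501 ± 264 RPM (SD, n = 2) with Rrp41-channel. Beyond 100 nt and up to 500 nt after it the mean was 3023 RPM and 1225 ± 115 RPM (SD, n = 2). mRNAs picked by their wild type reads favour a higher wild type level, so these levels are not independent evidence of its direction. The coverage near the start codon was 2.03 times that downstream with wild type Rrp41 and 2.04 ± 0.0245 (SD, n = 2) times with Rrp41-channel. mRNAs were aligned by the start codon, because the annotation used here gives no transcription start sites.

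**Figure D2:**
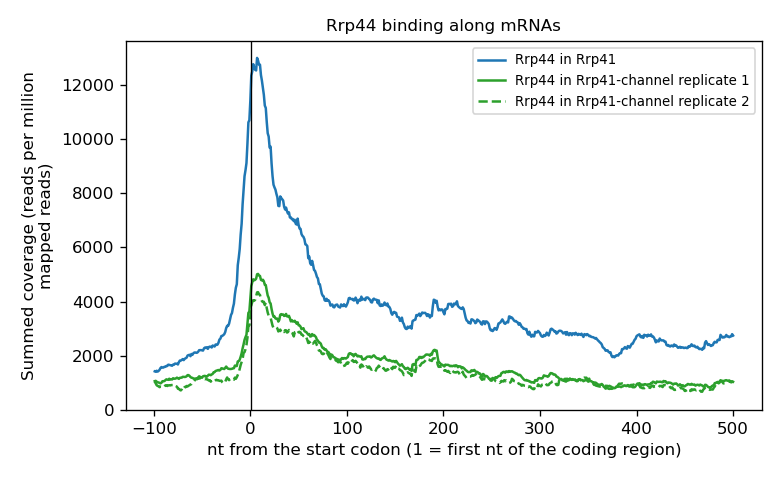
Coverage in RPM, summed over 938 mRNAs, by position in nt from the start codon, for Rrp44 with wild type Rrp41 (1 library) and with Rrp41-channel (2 libraries, 1 line each). Both Rrp41-channel lines lie below the wild type line when scaled by all mapped reads.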

Analysis of the distribution of Rrp44 binding over the top 1000 expressed mRNAs showed that the TSS proximal peak of association was reduced, but not abolished by the Rrp41-channel mutation (Figs 7B, S5D and S5E). This 5’ peak was previously attributed to the presence of truncated transcripts generated through premature transcription termination [38–40]. These transcripts are also strongly bound by the nuclear TRAMP polyadenylation complex, and are expected to be degraded in the nucleus. TRAMP substrates are characterized by non-templated oligo(A) tails and we therefore filtered Rrp44 hits for the presence of 3’ oligo(A) tracts. Strikingly, crosslinking of the oligo(A)^+^ transcripts showed no reduction in the Rrp41-channel mutant (Fig 7C). This supports the model that reduced Rrp44 association in the Rrp41-channel mutant is a specific feature of cytoplasmic, but not nuclear exosome substrates.

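The 3429 mRNAs tested had a median log2 fold change of -1.02 with Rrp41-channel against wild type Rrp41 (SD between replicates 0.28), which is -0.39 relative to the median of all transcripts, with 2705 below 0 and 702 above it. For glycolysis and fermentation the median of 18 genes was -1.65 and all were negative (camera, adjusted p = 0.0139, and adjusted p = 0.616 with an estimated correlation). PDC1, pyruvate decarboxylase (chromosome XII, 232390 to 234081), had 3854 RPM with wild type Rrp41 and 1226 ± 119 RPM (SD, n = 2) with Rrp41-channel, a log2 fold change of -1.65 (standard error 1.15, adjusted p = 1 from edgeR). ENO2, enolase, had 3243 and 970 ± 226 RPM and CDC19, pyruvate kinase, 3117 and 863.7 ± 168 RPM (SD, n = 2 each). For translation factors the median of 25 genes was -1.80, all negative (limma's camera, adjusted p = 0.00136, and adjusted p = 0.616 with an estimated correlation), with 2769 and 795 ± 107 RPM for TEF1, elongation factor eEF1A, and 1799 and 470 ± 1.25 RPM for YEF3, elongation factor eEF3 (SD, n = 2 each). Chaperones had a median of -1.65 over 20 genes (limma's camera, adjusted p = 0.0175, and adjusted p = 0.616 with an estimated correlation). Without 1 gene that had at most 3 reads in either group the median was -1.60, and all 19 others were negative. The Hsp70 chaperone SSA1 had 860 and 266 ± 0.767 RPM and the Hsp90 chaperone HSC82 1079 and 380 ± 73.2 RPM (SD, n = 2 each). Genes of amino acid synthesis had a median of -1.28 over 61 genes (limma's camera, adjusted p = 0.0124, and adjusted p = 0.651 with an estimated correlation). Without 1 gene with so few reads it was -1.33 over 60 genes, with 56 negative. Ribosomal protein genes had a median of -1.21 over 137 genes, 130 of them negative (limma's camera, adjusted p = 0.0279, and adjusted p = 0.651 with an estimated correlation), while RPL9B had 699 and 922 ± 44.8 RPM (SD, n = 2). The 200 mRNAs with the most reads in the wild type library had a median of -1.61, with 187 below that library in both Rrp41-channel libraries. Picking mRNAs by their wild type reads favours a lower value. The list medians are therefore not shown to be particular to these functions. In edgeR with all libraries 0 members of these lists passed over all transcripts and 0 when adjusted over the list alone. With TMM factors, which put the median of all transcripts at -0.05, the mRNA median was -0.45.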

For each mRNA species as well as the CUT (Cryptic Unstable Transcripts) and SUT (Stable Unannotated Transcripts) classes of ncRNAs, we determined the ratio of Rrp44 binding in Rrp41 and Rrp41-channel strains as a measure of sensitivity to channel narrowing (Fig 7D–7F). 

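Over the 199 distinct mRNAs of S5 Table, Mtr4 RPKM, which is RPM per kilobase of transcript, fell with the ratio of Rrp44 RPKM in wild type Rrp41 over Rrp41-channel, with a Spearman's rho of -0.34 across mRNAs (permutation p = 1e-05, the smallest that 100000 permutations can give, and adjusted p = 4e-05 over 4 proteins). With Rrp6, which is also confined to the nucleus, rho was -0.24 (permutation p = 0.0007, adjusted p = 0.0014), with Rrp44-exo-S1 -0.18 (p = 0.0128, adjusted p = 0.0171) and with the exosome cap protein Csl4 -0.05 (p = 0.514, adjusted p = 0.514). Given the Rrp44 RPKM in wild type Rrp41, the partial rho for Mtr4 was -0.58, and over all 300 mRNAs with at least 50 reads in that library rho was -0.56. That RPKM is also the numerator of the ratio and comes from a single library, which can by itself make a partial rho negative. No partial rho was computed for the other proteins, so the value does not show a link particular to Mtr4. The study lists the mRNAs of S5 Table as its 200 most expressed on these samples, and mRNAs are not independent replicates. The wild type library enters the ratio once, without a replicate.

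**Figure D3:**
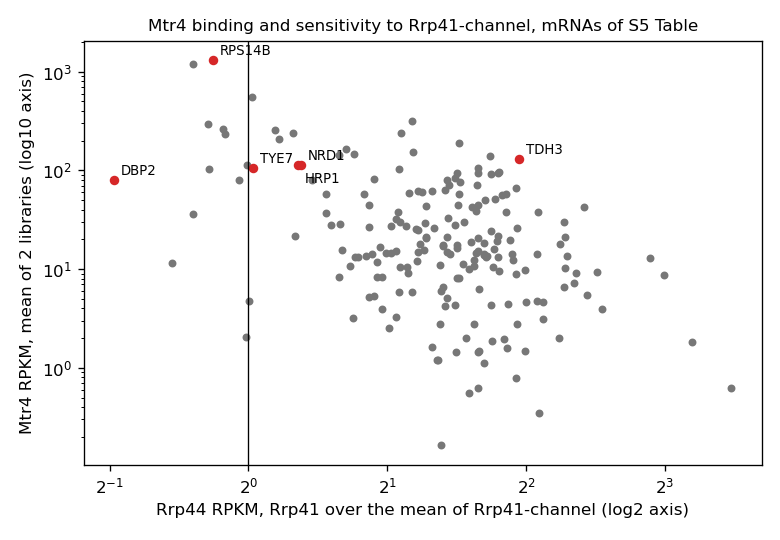
Mtr4 RPKM (y axis, log10 scale, mean of 2 libraries) against the ratio of Rrp44 RPKM with wild type Rrp41 over that with Rrp41-channel (x axis, log2 scale) for 198 mRNAs of S5 Table, 1 point each; 1 mRNA with 0 Mtr4 reads is left off. Spearman's rho over 199 mRNAs is -0.34; a ratio of 1 depends on the scaling of the libraries, under which all points shift together.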

Comparison of binding of the nuclear-specific exosome cofactor Mtr4 with mRNA sensitivity to channel narrowing revealed a striking correlation (Fig 7G–7I). Those mRNAs that were least affected by Rrp41-channel (ratio <0.8) were highly bound by Mtr4, whereas mRNAs with Rrp44 association that were strongly reduced in the channel mutant showed progressively decreased Mtr4 association. 

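The 13 mRNAs with a ratio from 0.8 to 1.2 had the highest median Mtr4 binding, 206 RPKM, and the 5 below 0.8 had 36.2 RPKM. Rrp6 was also lower in the lowest bin, with a median of 37.7 RPKM against 176 RPKM in the next. The lower value over these 5 mRNAs was thus not seen with Mtr4 alone. Rrp44 with wild type Rrp41 had 45.7 RPKM against 387 RPKM, but it is the numerator of the ratio, which by itself favours a low value there. ZPS1, in the lowest bin, has 0 reads in the single wild type library, and RPS14B, with 1300 RPKM of Mtr4, has a ratio of 0.837 here and of 0.702 in S5 Table. The median was 19.1 RPKM over 32 mRNAs with a ratio from 1.2 to 2, 16.2 RPKM over 126 from 2 to 4, 9.06 RPKM over 19 from 4 to 6 and 5.28 RPKM over 4 above 6. Bins with fewer than 20 mRNAs, which are the lowest pair and the highest pair, rest on few transcripts. From the binding of Mtr4, which acts only in the nucleus, to mRNAs that are little affected, the paper proposes that these are degraded in the nucleus.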

As examples, hit distributions along two mRNAs are presented (Fig 7H and 7I). 

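TDH3 (chromosome VII, 882812 to 883810), a gene of glycolysis, had 3524 RPM of Rrp44 reads with wild type Rrp41 and 911 ± 97.7 RPM (SD, n = 2) with Rrp41-channel. This is a log2 fold change of -1.95 (standard error 0.95, adjusted p = 1 from edgeR). Mtr4 had 129 ± 4.21 RPM (SD, n = 2) on TDH3.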

*TDH3*, encoding the glyceraldehyde-3-phosphate dehydrogenase, showed almost no binding for Mtr4 or Rrp44 (Rrp41-channel), whereas Rrp44 alone was robustly bound, strongly indicating cytoplasmic turnover (Fig 7H). In contrast, *RPS14B* was targeted by Mtr4 and by Rrp44 in both Rrp41 wild-type and Rrp41-channel strains. 

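RPS14B (chromosome X, 73787 to 74611), a ribosomal protein gene with an intron, had 898 RPM of Rrp44 reads with wild type Rrp41 and 1072 ± 61.8 RPM (SD, n = 2) with Rrp41-channel, a log2 fold change of 0.26 (standard error 1.60, adjusted p = 1 from edgeR). Mtr4 had 1073 ± 112 RPM (SD, n = 2) on it.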

Coupled with the recovery of hits across the intron, this indicates that both spliced and unspliced forms of *RPS14B* pre-mRNA can be degraded in the nucleus (Fig 7I).

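Reads that lie wholly within nt 51 to 350 of RPS14B, most of which is intron, numbered 104 with wild type Rrp41, 177 and 147 with Rrp41-channel and 412 and 566 with Mtr4.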

Based on this insight, mRNAs were analyzed to identify species for which Rrp44 binding was insensitive to the Rrp41-channel mutation, indicating predominant nuclear degradation (Figs 7D, S5D and S5E). This identified a subset of nuclear-degraded mRNAs (above line in Fig 7D). 

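Of the 199 distinct mRNAs of S5 Table, 13 had a ratio of Rrp44 RPKM below 1, which is a higher value with Rrp41-channel than with wild type Rrp41, and 149 had a ratio above 2. Rrp44 RPKM was above the wild type value in both Rrp41-channel libraries for 7 mRNAs and below it in both for 182. The ratio was 0.512 for DBP2, 0.758 for RPL9B and 0.837 for RPS14B. A ratio near 1 depends on the scaling of the libraries, and TMM factors moved the median log2 fold change of all transcripts from -0.62 to -0.05. The study chose these mRNAs on its samples as the most expressed, which is not independent evidence of their direction.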

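DBP2 (chromosome XIV, 413639 to 416281), a DEAD-box RNA helicase gene, had 383 RPM of Rrp44 reads with wild type Rrp41 and 748 ± 270 RPM (SD, n = 2) with Rrp41-channel, a log2 fold change of 0.97 (standard error 1.64, adjusted p = 1 from edgeR). For the genes of the termination factors, NRD1 (chromosome XIV, 172588 to 174315) had 635 and 489 ± 0.657 RPM and NAB3 (chromosome XVI, 185317 to 187725) 117 and 42.3 ± 0.680 RPM (SD, n = 2 each). HRP1 (chromosome XV, 87844 to 89448), which encodes a cleavage factor, had 307 and 240 ± 3.34 RPM (SD, n = 2). The log2 fold changes were -0.38 for NRD1 (standard error 1.23), -0.35 for HRP1 (standard error 1.44) and -1.46 for NAB3 (standard error 1.92), each at an adjusted p of 1, and with TMM factors those of NRD1 and HRP1 turned to 0.21 and 0.24. Over these 4 genes, a list the paper chose on these samples, the median was -0.37, or 0.22 with TMM factors (camera, adjusted p = 0.499), and 0 passed in edgeR over all transcripts or adjusted over the list alone.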

Notably, these include mRNAs encoding four factors implicated in nuclear pre-mRNA surveillance, Nrd1, Nab3, Hrp1 and, most strikingly Dbp2 (S5 Table) [39, 46–49]. Moreover, Dbp2 and Nrd1 are auto-regulated by nuclear RNA processing [50, 51], and this may also be the case for Nab3 and Hrp1. *NRD1* expression is auto-regulated through transcription termination and degradation by the exosome, induced by Nrd1 binding. The peak of Rrp44 binding on *NRD1* corresponded well with the locations of Nrd1-binding sites [52] and consensus Nrd1-binding motifs (UGAUG) (S5F Fig). 

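On NRD1, Rrp44 reads lay at the 5' end of the gene. The first 300 nt of the coding region held 65 reads with wild type Rrp41 and 74 and 83 with Rrp41-channel, and the 100 nt before the start codon 44, 59 and 46. The 3' part of the coding region held 2 reads with wild type Rrp41 and 1 and 2 with Rrp41-channel. The highest coverage lay at +16 from the start codon in both Rrp41-channel libraries and at -194 with wild type Rrp41.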

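TYE7 (chromosome XV, 977194 to 978069), the gene of a transcription factor of glycolytic genes, had 368 RPM of Rrp44 reads with wild type Rrp41 and 360 ± 176 RPM (SD, n = 2) with Rrp41-channel, most of them upstream of the start codon, with the highest coverage at -122, -122 and -119 nt. The log2 fold change was -0.03 (standard error 1.47, adjusted p = 1 from edgeR), and 0.58 with TMM factors, 0.40 without Rrp44 (Rrp41-channel) replicate 1 and -0.64 without replicate 2. Over 7 genes attenuated by Nrd1 and Nab3, among them TYE7, the median was -0.35, or 0.24 with TMM factors, with 5 negative (camera, adjusted p = 0.499), and 0 passed in edgeR over all transcripts or adjusted over the list alone.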

The mRNA encoding the transcription factor Tye7 is regulated by nuclear RNA surveillance [53] and was also strongly affected (S5 Table).

The CUT class of ncRNAs are well characterized as nuclear exosome substrates and showed little sensitivity to the Rrp41-channel mutation (Fig 7E). In contrast, members of the more stable SUT class of ncRNAs showed an intermediate behavior between mRNAs and CUTs, with different species showing either increased or reduced Rrp44 association in the Rrp41-channel mutant (Fig 7F and S6 Table).

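The median log2 fold change of 743 CUTs with Rrp41-channel against wild type Rrp41 was 0.13 (SD between replicates 0.19), which is 0.76 above the median of all transcripts, with 412 above 0 and 326 below. Over the 704 CUTs with more than 3 reads in at least 1 group, and with a group of 0 reads at a bound of 3 reads, the median was 0.12. Camera placed CUTs above the other transcripts (adjusted p = 1.62e-10), a call lost with an estimated correlation (adjusted p = 0.616 with an estimated correlation), and 0 CUTs passed in edgeR over all transcripts or adjusted over the list alone. The direction depends on the choice of transcripts and libraries, at -0.17 for the 200 CUTs with the most reads and -0.03 without Rrp44 (Rrp41-channel) replicate 1, while the median was 0.72 with TMM factors and 0.66 with reads outside the rDNA as library size.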

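The 490 SUTs tested had a median log2 fold change of 0 (SD between replicates 0.16), with 235 above 0 and 243 below. Over the 417 SUTs with more than 3 reads in at least 1 group, and with a group of 0 reads at a bound of 3 reads, it was -0.06. The median of 0 is 0.62 above the median of all transcripts (camera, adjusted p = 1.75e-05, and adjusted p = 0.651 with an estimated correlation), while 0 SUTs passed in edgeR over all transcripts or adjusted over the list alone. The median of the 200 SUTs with the most reads was -0.34, and with TMM factors that of all SUTs was 0.54.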

We conclude that the Rrp41-channel mutation offers a tool to distinguish nuclear and cytoplasmic sites of degradation for major exosome substrates.

## Discussion

Here we have attempted to understand how the hugely complex and diverse population of exosome substrates interact with the complex in living cells. This has allowed us to infer clear preferences in pathway to the exonuclease active site in Rrp44.

A difficulty in interpretation of the data is that a single RNA species may form multiple different interactions with the exosome and its cofactors, either during the course of processing/degradation or under different circumstances. As an example, pre-tRNAs and tRNAs showed evidence for at least three types of interaction: 1) Direct-access to Rrp44, involving the TRAMP complex, during degradation or processing of the pre-tRNA 3’ trailer. 2) Channel threading to Rrp44 for truncated TSS proximal pre-tRNA fragments, possibly resulting from premature transcription termination. Analysis of the distribution of the Rpo31 subunit of RNAPIII on tRNA genes showed strong peaks of occupancy, most notably over the box A internal promoter region, which we interpreted as reflecting slowed transcription elongation [37]. The close similarity between the binding of Rrp44 and RNAPIII over tRNA 5’ regions strongly suggests that slowed or stalled RNAPIII has a tendency to release the nascent transcripts, which are bound by TRAMP and targeted to the central channel. Notably, on RNAPII genes short, truncated transcripts are also produced by aborted transcription and targeted by for degradation by the TRAMP and exosome complexes. 3) Degradation of mature tRNAs by direct access to Rrp44, with a major role played by Rrp6. We speculate that the latter activity reflects the tRNA retrograde pathway that can return tRNAs to the nucleus, potentially exposing them to nuclear surveillance.

In our data the 5S rRNA, as well as the truncated 5S* rRNA, appear to be threaded, whereas a recent report [9] proposed its direct access to Rrp44 based on accumulation of the truncated 5S* in a strain expressing Rrp44 mutants that disfavor the direct access conformation. This may further underline the functional redundancy in the degradation system.

On RNAPI substrates, exchange takes place between threading and direct access pathways to Rrp44 on the 5’ ETS, whereas exchange from threading to Rrp6-mediated degradation occurs during 5.8S rRNA 3’ processing. Notably, these transitions require ~30 nt of the substrate to be removed via the “top” of the exosome channel and then to be delivered to the direct access channel of Rrp44 at the “bottom” of the complex, or to Rrp6 at the top. On pre-rRNAs and other substrates we saw peaks of exosome crosslinking at putative sites of handover, which may reflect the time required for this process. The mechanism(s) involved in RNA extraction and retargeting remain unclear, but the helicase activity of Mtr4 is a plausible candidate, and it appears that re-adenylation by TRAMP occurs during handover (see Fig 2C). Degradation of both the 5’ ETS and ITS2 regions was previously reported to involve the endonuclease activity of Rrp44 [11–13]. Since the double exo- endo- mutant is inviable, it is difficult to assess whether the endonuclease activity provides the “backup” to the exonuclease on specific substrates. However, the loss of both activities is lethal, presumably demonstrating the existence of shared, essential substrates.

A striking feature of the data was the effect and apparent specificity of Rrp41-channel mutants, carrying four charge reversal amino acid substitutions that were reported to impede binding of RNA to the central channel *in vitro* [10]. Unexpectedly, strains expressing only Rrp41-channel did not show a clear growth phenotype, and predominately showed changes only in interactions with mRNA, suggesting the mutation is compensated *in vivo*. It was reported that the channel undergoes widening in Rrp6-associated exosome complexes *in vitro* [18]. Our data strongly indicate that the Rrp41-channel mutation has little, if any effect on substrate channeling in the nuclear exosome, but strongly impairs cytoplasmic mRNA association with Rrp44. These results clearly support the model that channel widening occurs *in vivo* and is a distinctive feature of the nuclear exosome.

Published structural data revealed that Mtr4 binds an interface between Rrp6 and Rrp47, while Rrp6 is anchored to the exosome core via a C-terminal extension that binds Csl4 and stabilises the latter in the threaded RNA binding pathway [30]. This location on the “upper” face of the exosome is fully consistent with insertion of substrates into the channel. Unexpectedly, however, Mtr4 appeared to also function together with the direct access route to Rrp44. This strongly predicts the existence of alternative complexes, in which Mtr4 and/or the TRAMP complex will dock with the “lower” face of the exosome to promote loading through the direct access route to Rrp44. It was notable that the direct-access pathway was more important in the nucleus relative to cytoplasmic mRNAs. We speculate that the cytoplasmic Ski2-Ski3-Ski8 complex may be unable to direct RNA to Rrp44 via direct access. This may be a consequence of interactions with the translating ribosome [54] and/or docking exclusively via Ski7, which is bound close to the upper face of the exosome in a position similar to that occupied by Rrp6 in the nuclear complex [55, 56].

Based on the analyses of nuclear oligo(A)^+^ reads, we infer that cytoplasmic Rrp44 shows a clear 5’ peak in mRNA binding. This is in marked contrast to the peak of Ski2 binding previously observed over the 3’ UTR regions of mRNAs [39]. We speculate that the Ski complex is recruited to 3’ UTRs prior to the commencement of mRNA degradation, as seen for other turnover factors [57], and subsequently recruits the exosome following de-adenylation. As the exosome approaches the 5’ cap structure, the presence of the cap-binding proteins may impede the process of RNA threading into the exosome, or the substrate may be less efficiently threaded once it is too short for the Ski complex to remain bound 5’ to the exosome.

### Conclusions

The central channel of the nuclear exosome is widened *in vivo* relative to the cytoplasmic complex, presumably reflecting allosteric changes induced by Rrp6 binding [18]. In consequence, Rrp41 charge-reversal mutations inside the channel [10] inhibited the degradation only of cytoplasmic (non-Rrp6 associated) substrates. This allowed us to distinguish mRNAs and ncRNAs that are preferentially degraded in the nucleus and cytoplasm. In the nucleus, our data implicate Mtr4 in targeting substrates to both the threaded and direct-access pathway, strongly indicating interactions with the exosome that have yet to be observed *in vitro*. Many RNA species showed clear preferences for either the threaded or direct-access pathway. However, these generally appeared not to be absolute requirements. We speculate that this redundancy reflects the outcome of selective pressure. The exosome degrades and/or processes thousands of different substrates, including large numbers of ncRNAs that tend to change rapidly during evolution. The system may therefore have been selected for versatility and redundancy to allow the efficient handling of highly diverse RNA-protein complexes and RNA structures.

## Methods

### Experimental methods

#### Strains

Strains used in this work are listed in S1 Table.

#### CRAC

CRAC was performed as described [32] on yeast strains expressing the protein of interest tagged with a C-terminal His6-Tev cleavage site-Protein A tag, grown in SD-medium to log phase and UV-crosslinked (254 nm, 100 sec) to covalently bind RNA to protein. RNA-protein complexes have been purified, RNAs are partially digested to leave only the “footprint” of the protein or protein complex. Mircat linkers and barcoded linkers (containing three random nucleotides) were ligated on the 3’ and 5’ ends, respectively. Proteins were digested with proteinase K; RNAs were reverse transcribed and PCR-amplified. cDNAs libraries were size-fractionated on agarose gels then subjected to next-generation sequencing using Illumina Hiseq (Edinburgh Genomics) or Illumina Miniseq (our laboratory).

#### RNA coprecipitation

To allow purification of exosome complexes and associated RNA substrates, plasmid-expressed wild type or mutant Rrp44 proteins carried C-terminal fusions with a tag containing the streptavidin-binding peptide, TEV cleavage site and two copies of the z-domain of protein A (szz-tag) or the C-terminal HTP tag used for CRAC analysis (see above and Fig 1B). For each preparation, 500 ml of yeast culture was grown in SD medium at 30°C to OD_600_ ~0.5 and complexes were purified on IgG sepharose in buffer TMN150 (50 mM Tris/HCl pH 7.8, 150 mM NaCl, 0.1% NP-40, 1.5 mM MgCl_2_). To extract the coprecipitated RNA, immobilized protein-RNA complexes were treated with GTC:Phenol:Chloroform for 10 minutes at 65°C. RNA was then separated by acrylamide gel electrophoresis, analyzed by Northern blotting using 5’ end labelled oligonucleotide or random primed labelled probes listed in Supplementary S2 Table and visualized using a PhosphorImager.

### Sequence data analysis

#### Pre-processing and alignment

Sequencing data were quality filtered and adapters were trimmed using Flexbar [58] with parameters –at 1 –ao 4 and only reads containing the 3’ adapter were retained. Then, the sequences were collapsed: reads having identical ends and identical random nucleotides in the 5’ barcode were counted as one, allowing removal of PCR duplicates. For all alignments except tRNAs, sequences considered as low complexity (reads having more than 75% of their content corresponding to a single nucleotide stretch and that would be potentially misaligned) were filtered out. Reads were then aligned to the *Saccharomyces cerevisiae* genome (SGD v64) using Novoalign (Novocraft) with genome annotation from Ensembl (EF4.74) [59], supplemented with non-coding sequences as described in [39], with parameters –r Random, -r Unique or -r All.

#### Pre-tRNAs versus mature tRNAs analysis

To differentiate pre-tRNAs from mature tRNAs (Fig 3A and 3C), processed reads were aligned to a database made only from tRNA genes with 15 nt extensions on both sides of each gene. Uniquely mapped reads were counted as pre-tRNAs, while random mapped reads were counted as a population enriched for mature tRNAs.

#### Clustering

Downstream analyses were performed using pyCRAC software [48].

pyReadCounters (pyCRAC) was used to count overlaps with genes and reads per millions per kilobase (RPKM). For each transcript, we averaged numbers of reads (reads per millions for RNA Polymerase III transcripts, RPKM for RNA polymerase II transcripts) between replicates to reduce the influence of experimental variation upon clustering analysis. For mRNAs, counts between transcription start site and polyadenylation site were counted. For others classes (except tRNAs), a flank of 50 nucleotides around the ends was added to each gene. To account for differences in transcripts abundance and to reflect the relative binding of a transcript to either Rrp44-exo or Rrp44-exo-S1, we normalized the data for each gene. Transcripts were then clustered using Cluster3.0 (k-medians, k = 4, Euclidian distance; Figs 3A and 5A). The data were then displayed as heat maps. For proteins not included in the clustering analysis (Mtr4, Rrp6, Csl4, Rrp41), sums of reads from transcripts of each cluster were calculated and relative binding of each protein across each cluster was displayed as a histogram (Figs 3B and 5B).

#### Plots, binding profiles

Plots showing binding along single genes were generated using pyPileup (pyCRAC). The distribution of reads along transcripts of different classes was performed using homemade scripts using pyPileup on each individual transcript to count hits at each position. Each row represents a transcript and each column represents the absolute position from the 5’ end or 3’ end. The plot sums up binding at each position allowing the display of a binding profile aligned either at the 5’ end or 3’ end.

#### Non-encoded oligo-(A)-tailed analysis

Pre-processed reads containing non-encoded oligo-(A) tails were identified using a pipeline developed by Grzegorz Kudla [39, 60] and aligned as described above.

#### Correlation of binding

pyBinCollector (pyCRAC) has been used on tRNAs. Each tRNA was divided in 2 bins, and hits in each bin were calculated for each dataset either for all reads or reads containing non-encoded oligo-(A) tails for Rrp44 samples. Binding across tRNA halves (5’ or 3’) was calculated as a fraction of total binding across individual tRNAs (set to 1). Averages between two biological repeats were used to calculate Pearson correlation between samples.

## Availability of data and materials

All sequence data are available from GEO under accession number GSE90647.

## Supporting information

S1 Fig Growth tests of strains used in this study. (A-B) *rrp44Δ* strains expressing the indicated HTP-tagged Rrp44 constructs were grown at 30°C in SD -Leu medium for plasmid maintenance to exponential phase, diluted to OD_600_ 0.1 and grown either in liquid media (A) or serially diluted (1:10) and plated (B) in the same medium. (C) *rrp41Δ* strains expressing the indicated Rrp41 constructs were grown and plated on YPD media supplemented with nourseothricin antibiotic (Nat) for plasmid maintenance.
(TIF)

S2 Fig Processing of 7S pre-rRNA to 5.8S rRNA involves both exosome channel threading and direct access to Rrp44. (A) Distribution of reads and deletions across the 200 first nucleotides of 5’ ETS of pre-rRNA, recovered with Mtr4 (Rrp44-exo), Rrp44-exo and Rrp44-exo-S1. Normalized to hits per million mapped reads. Region from +80 to +90 nt is shown in grey. Scale is linear. (B) Northern analysis of pre-rRNAs coprecipitated with active Rrp44-HTP (WT), Rrp44-exo-HTP (exo) or Rrp44-exo-S1-HTP (exo-S1) and 2% of the input RNA, with probe #020 indicated at the bottom of panel C. Sybr safe staining for 5.8S and 5S rRNA is shown as a loading control. Alternative processing pathways operating in the ITS2 region give rise to long and short forms of the mature 5.8S rRNA, designated 5.8S_S_ and 5.8S_L_. (C) Distribution of reads across 7S pre-rRNA, recovered with Mtr4, Rrp6, Csl4 and Rrp41 in the Rrp44-exo background, and Rrp44-exo and Rrp44-exo-S1. Normalized to hits per million mapped reads. Scale is linear. The cartoon shows the 7S pre-rRNA, consisting of the 5.8S rRNA and the ITS2 spacer to cleavage site C1. The 3’ end positions of the 5.8S+30 and 6S pre-rRNAs and mature 5.8S (site E) are indicated together with the probe location use in panel B.
(TIF)

S3 Fig RNAPIII transcripts show differences in their access to Rrp44. (A-C) Distribution of reads across RPR1 (RNase P) (A), U6 snRNA (B) and 5S rRNA (C) recovered with Rpo31 (RNAPIII subunit), Mtr4, Rrp6, Csl4 and Rrp41 in the Rrp44-exo background, and Rrp44-exo and Rrp44-exo-S1. Normalized to hits per million mapped reads. Scale is linear. (D) Pairwise Pearson coefficient of binding across tRNAs. Each tRNA was divided in two bins (corresponding to 5’ and 3’ halves of tRNA) and the number of hits in each bin was calculated for Rpo31, Rrp44-exo and Rrp44-exo-S1. For Rrp44, separate analyses were performed for all reads or only on reads containing non-encoded oligo-(A) tails. Binding across each bin was calculated as a fraction of total binding across individual tRNAs (set to 1). Averages between two biological replicate for each protein were used to calculate Pearson correlations.
(TIF)

S4 Fig snoRNAs are mostly threaded in the exosome channel to access Rrp44. (A) RPKMs for each snoRNA species were averaged between two replicates of either Rrp44-exo or Rrp44-exo-S1 datasets and displayed on a 2D scatter plot. Box C/D and box H/ACA snoRNAs are represented in red and blue respectively. (B) Metagene analyses of all snoRNAs aligned by the 3’ end of the mature snoRNA region. Mtr4 (light blue), Csl4 (red), Rrp41 (green) in Rrp44-exo background, Rrp44-exo (blue) are shown. An average of two experiments was used for each sample, except for Rrp41 in which fewer reads were recovered and only the largest dataset is shown.
(TIF)

S5 Fig mRNAs are preferentially threaded through the channel to access Rrp44. (A) RPKMs for each mRNA species were averaged between two replicates of either Rrp44-exo or Rrp44-exo-S1 datasets and displayed on a 2D scatter plot. (B) Metagene analyses of binding to top 1000 mRNAs aligned by TSS for Rrp44-exo (blue) and Rrp44-exo-S1 (yellow). Two independent experiments are shown for each analysis, normalized per million mapped reads. (C) Distribution of reads recovered with Rrp44-exo and Rrp44-exo-S1 across the INO1 gene, normalized by millions of mapped reads. Scale is linear. (D-E) Metagene analyses of binding of top 200 mRNA aligned by the TSS (D) or poly(A) site (E) for Rrp44 (blue) and Rrp44 (Rrp41-channel) (green). Data from two biological repeats were averaged for each strain background and represented as a fraction of total binding of Rrp44 across mRNAs for each strain. (F) Distribution of reads recovered with Rrp44, Rrp44 (Rrp41-channel) and Nrd1 [52] on *NRD1*, normalized by millions of mapped reads. Scale is linear. Locations of the consensus Nrd1-binding motifs (UGAUG) are also indicated.
(TIF)

S1 Table Strains used in this study.

S2 Table Oligonucleotides used in this study.

S3 Table Composition of RNAPIII transcripts cluster. RPMs (reads per millions mapped reads) for each RNA species were averaged between two replicates of either the Rrp44-exo or Rrp44-exo-S1 construct and arranged by k-medians clustering. Distributions of transcripts among clusters displayed in Fig 3 are listed in this table.
(XLSX)

S4 Table Composition of RNAPII transcripts cluster. RPMs (reads per millions mapped reads) for each RNA species were averaged between two replicates of either the Rrp44-exo or Rrp44-exo-S1 construct and arranged by k-medians clustering. Distributions of transcripts among clusters displayed in Fig 5 are listed in this table.
(XLSX)

S5 Table Rrp44 and Rrp44 (Rrp41-channel) RPKM for mRNAs. RPKMs for each of the 200 most expressed mRNAs are displayed for the two replicates of Rrp44 in strains also expressing either wild type Rrp41 or the Rrp41-channel mutant, and the ratio between average binding of Rrp44 and Rrp44 (Rrp41-channel) was calculated. mRNAs with higher relative binding to Rrp44 in combination with Rrp41-channel are predicted to be strongly subject to nuclear degradation and are listed at the top. See also 2D scatter plot for the top 200 mRNAs (Fig 7D).

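S5 Table gives RPKM for 200 mRNAs, of which 199 are distinct, in 2 wild type and 2 Rrp41-channel columns. The deposited wild type library corresponds to the second wild type column (Pearson's r of log2 RPKM 0.988 across mRNAs, against 0.854 for the first). In the paper's columns, both Rrp41-channel values lie below both wild type values for 173 mRNAs. The paper's median ratio is 2.90, and the median ratio from the libraries analysed here was 2.70. For DBP2 the paper's ratio is 0.505 and for TDH3 3.76, and the libraries analysed here gave 3.87 for TDH3.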

(XLSX)

S6 Table Rrp44 and Rrp44 (Rrp41-channel) RPKM for SUTs. RPKMs for each of the 200 most expressed SUTs are displayed for the two replicates of Rrp44 in strains also expressing either wild type Rrp41 or the Rrp41-channel mutant, and the ratio between average binding of Rrp44 and Rrp44 (Rrp41-channel) was calculated. SUTs with higher relative binding to Rrp44 in combination with Rrp41-channel are predicted to be strongly subject to nuclear degradation and are listed at the top. See also 2D scatter plot for top 200 SUTs (Fig 7F).

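For the 199 SUTs of S6 Table, the ratio of Rrp44 RPKM in wild type Rrp41 over Rrp41-channel had a median of 1.00, with 99 below 1 and 27 above 2. Rrp44 RPKM was higher in both Rrp41-channel libraries than with wild type Rrp41 for 54 SUTs and lower in both for 75. For all 199 the read counts of 1 strand stood in the same proportion between the 3 libraries as the paper's RPKM, within 1%, which does not check transcript lengths.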

(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

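The data are CRAC libraries from budding yeast, in which RNA crosslinked in growing cells to a tagged protein was purified and sequenced. Of the 13 libraries, 10 come from strains with the Rrp44-exo mutation, with 2 libraries each for tagged Rrp44-exo-S1, Mtr4, Rrp6, Csl4 and Rrp41, and 3 come from strains with active tagged Rrp44, with 1 library for wild type Rrp41 and 2 for Rrp41-channel. Tagged Rrp44-exo, Rpo31, another library with wild type Rrp41 and reads with oligo(A) tails were not analysed here. Rrp44-exo-S1 therefore took the place of Rrp44-exo as the reference. The paper's legends call the libraries of a protein biological replicates, biological repeats or independent experiments, and they were treated as separate biological samples.

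The authors trimmed adapters with Flexbar, removed reads of low complexity, collapsed identical reads with the same random barcode to 1, aligned them with Novoalign 2.07.00 to the sacCer3 genome and counted them with pyReadCounters against an Ensembl annotation with added CUTs and SUTs. The paper counts mRNAs from the transcription start to the polyadenylation site and adds 50 nt on each side for other classes except tRNAs. The deposited values are counts: each line of a file is an interval with its number of reads, its deletions and every feature it overlaps on either strand, and the values of a file were checked to sum to the mapped reads the authors give for the library. How reads with several alignments were treated is not stated for each file. The input was read to at most 88 nt for both Rrp44-exo-S1 libraries and replicate 1 of the other proteins, 63 nt for replicate 2 of Mtr4, Rrp6, Csl4 and Rrp41, and 38 nt for the Rrp41-channel experiment.

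Reads before mapping numbered 1118571 and 1463664 for Rrp44-exo-S1, 1734866 and 1823293 for Mtr4, 751371 and 561149 for Rrp6, 770944 and 196649 for Csl4, 241844 and 10905 for Rrp41, 445381 for Rrp44 with wild type Rrp41, and 620775 and 480231 for Rrp44 with Rrp41-channel. Mapped reads, in the same order, numbered 916665 and 1209187, 1410995 and 1477676, 697485 and 534239, 612249 and 189927, 171020 and 5618, 341948, and 453976 and 350350. At the depth of Rrp41 replicate 2, 1 read is 178 RPM. Intervals given for shares cover counting error only.

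From the files, the reads of each feature were summed on the strand of the transcript. The strand of CUTs and SUTs was taken from the order of their identifiers in the files and checked on the SUTs of S6 Table. Of 25418 features named in the files, 5968 matched mRNAs, 918 CUTs, 838 SUTs, 275 tRNA genes, 75 snoRNAs, 5 snRNAs, 5 other RNAPIII transcripts, 6 copies of 5S and 2 of the 35S pre-rRNA, 660 had no match in the annotation and 16502, such as antisense and intergenic features, were not used. A read listed with a stable RNA was counted for it alone, and 1 listed with several mRNAs, CUTs or SUTs for each of them. Reads on both 35S copies are split about evenly between them in the files. The share of the 35S pre-rRNA is that of both copies together. RPM is reads scaled to all mapped reads of the library, as in the paper, and RPKM is RPM per kilobase. The table holds 7996 transcripts.

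Counts were compared with edgeR 4.0.16 (quasi-likelihood fit and test, no covariate) in R 4.3.3, with all mapped reads as library size and without TMM factors, over transcripts with at least 10 reads in at least 2 libraries. All libraries were fitted together in 7 groups, so that the single library with wild type Rrp41 is assumed to vary like the other groups, and the common dispersion was 1.02. A transcript passed at a Benjamini-Hochberg adjusted p under 0.05 within a comparison. The comparisons were Rrp41-channel with wild type Rrp41, each of Mtr4, Rrp6, Csl4 and Rrp41 with Rrp44-exo-S1, and Mtr4 with Rrp6. On simulated data with the spread of these libraries and 200 transcripts changed by 2-fold or 4-fold, edgeR recovered 0% of the changes. At a dispersion of 0.05 it recovered 28% of 4-fold rises and 26.7% of 4-fold falls for the design of the Rrp41-channel comparison, and 90% and 74.4% for that of Mtr4, with 1 of 4604 and 3 of 4653 unchanged transcripts called.

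Gene lists were tested with camera from limma 3.58.1 on log2 counts, at its preset correlation and with an estimated correlation, with p adjusted over 21 lists in a comparison. The 18 lists fixed from general knowledge and the paper were glycolysis and fermentation, translation factors, chaperones, amino acid synthesis, fatty acid synthesis, the TCA cycle, inositol-regulated genes, zinc-regulated genes, cell wall proteins, box C/D snoRNAs, box H/ACA snoRNAs, spliceosomal snRNAs, RNAPIII transcripts other than tRNAs, genes attenuated by Nrd1 and Nab3, the nuclear surveillance factors the paper names, the genes the paper names, marker and construct genes, and transcripts of the mitochondrial genome, which were not tested because features of that genome were left out of the table. Ribosomal protein genes, tRNA genes, CUTs and SUTs were added by rule. Named genes follow a rule: for Rrp41-channel the 10 largest rises and falls, and for other comparisons the 5 largest, among transcripts past the threshold with at least 50 reads and all libraries on the same side, together with every gene the paper names and up to 4 members of each list with the most reads. S5 Table and S6 Table had been seen when the rule was set. A group with 0 reads was set at a bound of 3 reads over the group where a ratio was needed. Transcripts with at most 3 reads in both groups were left out of the medians of lists at this bound.

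Profiles were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 from whole intervals. The 5' ETS windows were +20 to +50 and +90 to +140, and the 7S window was the first 30 of 140 nt past the 5.8S rRNA. For tRNAs the 3' part ran from the middle of the gene to 15 nt past its end, and 61 genes of at least 89 nt were taken as having an intron. snoRNAs (46 box C/D and 29 box H/ACA) were aligned by their mature 3' end, and the mean 3' end of the reads was compared with limma. A library entered for a snoRNA with at least 10 reads on it, and a snoRNA was compared if at least 1 library of each protein entered, so for Rrp41 only replicate 1 did. Differences of single values between libraries were tested with exact permutation tests, 2-sided, and adjusted over the 5 of them. On simulated data that test gave p = 0.0222 (exact permutation) for a shift of 2 libraries against 8 and a p under 0.05 in 0.05 of 400 draws without a shift. The test treats all libraries as exchangeable, although they are pairs of the same protein, so its p does not measure how proteins vary. The Mtr4 comparison used 100000 permutations of the mRNAs.

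The alternatives set before the data were examined were TMM factors, reads outside the rDNA as library size, DESeq2 1.42.0 with its own size factors, no filter, at least 50 reads in at least 2 libraries, a fit on only the groups compared, leaving out each replicate, leaving out Rrp41 replicate 2, which the paper leaves out of its cluster and snoRNA plots, the replicate number as a block, each distinct read position counted once, and other windows, sets and measures for the profiles. The main comparisons, gene lists and the rule for named genes were fixed at the same time. Counting only reads listed with 1 transcript, asking for at least 10 reads over the libraries compared, the bound of 3 reads, ranks in place of log ratios, Rrp44-exo-S1 or Csl4 in place of Mtr4, leaving out Rrp6 replicates or other libraries for the 7S and tRNA shares, and exchanging libraries only within the same read length were added after the data were seen.

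Whether replicate numbers pair the libraries was checked by correlating the residuals of libraries with the same number: r ran from -0.05 to 0.12 over 10 pairs, with a median of -0.01. No pairing of samples was seen in this, but for Mtr4, Rrp6, Csl4 and Rrp41 the number goes with the read length and so with a possible sequencing batch. The block was kept as an alternative, and the exact permutation tests were repeated with libraries exchanged only within the same read length, over 24 splits, or 80 for the tRNA share. The chi-square per degree of freedom between libraries of a protein was 6.73 for Rrp44-exo-S1, 11.3 for Mtr4, 48.6 for Rrp6, 26.1 for Csl4, 32.1 for Rrp41 and 3.52 for Rrp41-channel, so no pair is the same library given under 2 names. Microscopy, growth, gels and structures in the paper are outside these files, and sequence motifs were not searched.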

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

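No test in this part was chosen after its result was seen, though the pattern itself had been noticed in these data.

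Rrp41 replicate 2, the smaller library, which the paper leaves out of its cluster and snoRNA plots, had 77.3% of its tRNA coverage in the 3' part of the genes. This was above the Rrp44-exo-S1 libraries and above the larger Rrp41 library, which had 15.0%. Few reads were weighed first: in 1000 draws of 42 distinct tRNA positions from Rrp41 replicate 1 the highest share was 47.5%, the median 13.5% and the lowest 2.62%, so sampling from a library like replicate 1 is argued against. Positions on the same tRNA were drawn as independent, which limits this. Copies of a few reads were weighed next: with each distinct position counted once the share was 66.7%, against 22.0% in the larger library. Counted this way, Rrp6 replicate 2 had 64.5%, and replicate 2 of Mtr4 and of Csl4 had 45.2% and 40.4%. These replicates were read to at most 63 nt, as was Rrp41 replicate 2, against 88 nt for Rrp41 replicate 1. Only 51.5% of the reads of Rrp41 replicate 2 were mapped. A different set of RNAs recovered in the experiment of Rrp41 replicate 2, from the cells or from the purification, may stand behind its value and stays open, as no other Rrp41 library was analysed here and no biological explanation was tested.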

How the results depend on the processing

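Tests on ranks, with libraries exchanged only within the same read length, with reads listed with 1 transcript only, with at least 10 reads over the libraries compared, with the bound, with other proteins than Mtr4 and Rrp6, without a Rrp6 replicate for the 7S share and without single libraries for the tRNA share were chosen after the results were seen; the others were planned. Of the values under alternatives for results that answer a comparison, 172 counted as the same, 61 moved, 14 were weaker, 2 were stronger and 4 reversed. Many of the 172 are counts of 0 calls in both settings. Such counts have no direction or size and do not show that a result is stable. Of the values for single genes, 242 did not change in direction or side of the threshold, 13 were stronger and 19 reversed. No single gene passed in the main fit, so an unchanged side of the threshold shows little. For every change below the cause was not tested.

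With a fit on only the groups compared, transcripts higher and lower numbered 8 and 259 for Rrp41-channel, where the single wild type library gives no spread, 41 and 755 for Mtr4, 17 and 904 for Rrp6, 1 and 579 for Csl4 and 437 and 2165 for Rrp41 against Rrp44-exo-S1, and 202 and 7 for Mtr4 against Rrp6. With each distinct position counted once they numbered 113 and 334 for Mtr4, 151 and 538 for Rrp6, 21 and 204 for Csl4, 13 and 13 for Rrp41 and 27 and 19 for Mtr4 against Rrp6. DESeq2 gave 12 and 433 for Rrp6, 8 and 92 for Csl4, 14 and 111 for Rrp41 and 180 and 14 for Mtr4 against Rrp6. In the same order, it gave no adjusted p for 1758, 2831, 4100 and 2246 transcripts. Without a filter edgeR called 2 lower for Csl4, and 9 higher and 2 lower for Rrp41. For Mtr4 against Rrp6, TMM factors and reads outside the rDNA each left 0 higher, where 2 were called. Leaving out 1 library gave 0 to 2 higher and 0 to 1 lower for Rrp41, and 0 to 2 higher and 0 to 6 lower for Mtr4 against Rrp6, with 6 lower without Rrp41 replicate 2.

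The replicate block over the 10 Rrp44-exo libraries gave 2 higher and 0 lower for Mtr4 against Rrp6 in edgeR and 0 for the other comparisons of these libraries. No paired analysis was possible because Rrp41-channel has 2 libraries and wild type Rrp41 has 1.

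For Rrp41-channel, the log2 mRNA share of -1.10 was -0.57 outside the rDNA and -0.82 over distinct positions. The median log2 fold changes of mRNAs, CUTs and SUTs were -0.45, 0.72 and 0.54 with TMM factors, -0.51, 0.66 and 0.48 with reads outside the rDNA, and -1.61, -0.17 and -0.34 over the 200 of each class with the most reads. Leaving out a Rrp41-channel replicate gave -1.35 to -0.96 for mRNAs, -0.035 to 0.23 for CUTs and -0.23 to 0 for SUTs. The rho of Mtr4, -0.37 to -0.28 without any 1 library, was -0.046 with Csl4 in its place (permutation p = 0.514).

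In the exact permutation tests, the 5' ETS difference of 2.22 was 2.77 by read 3' ends (p = 0.0222), 0.95 over distinct positions (p = 0.156), 2.17 without Rrp41 replicate 2 (p = 0.111) and 1.87 to 2.58 with 1 library left out. The tRNA difference of -8.47 was -22.8 to -2.06 with 1 library left out, and passed without Rrp41 replicate 2 (-22.8, exact p = 0.0119). The RNAPIII cluster difference of Csl4 from Rrp44-exo-S1, 1.63, was 3 on ranks, 0.37 without the most abundant transcripts and 0.34 to 2.91 with 1 library left out. That of RNAPII, 0.37, was -1.05 without the most abundant transcripts and -0.067 to 0.80 with 1 library left out. The test of Csl4 against the 8 other libraries gave for RNAPIII an exact permutation p = 0.0889 on ranks and 0.467 without these transcripts, and 0.689 for RNAPII without them. With libraries exchanged only within the same read length the exact permutation p was 0.0833 for the 5' ETS and for RNAPIII, 0.0417 for RNAPII, 0.208 for 7S and 0.413 for tRNAs. A median over transcripts gave no value for either, since 3 libraries for RNAPIII and 5 for RNAPII then have 0 in a cluster. The snoRNA peak displacement of -31 nt was -31.5 with snoRNAs scaled alike, -41 on box H/ACA snoRNAs and -25.5 by read 3' ends, where the Mtr4 libraries lay at 27 and 4 nt. The 7S difference of -12.5 was -18.9 over 50 nt (exact permutation p = 0.0667), -3.46 by read 3' ends (p = 0.511) and -15.7 to -9.35 without a Rrp6 replicate. The count of 1 snoRNA in limma was 0 without any 1 library.

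Among named genes for Rrp41-channel, NRD1 (-0.38) was 0.21 with TMM factors, 0.15 with reads outside the rDNA and 0.092 with DESeq2. HRP1 (-0.35) was 0.24, 0.18 and 0.12 in these. TYE7 (-0.03) was 0.58, 0.52 and 0.48, and -0.64 to 0.40 with a replicate left out. RPS9A (-0.02) was 0.56, 0.50 and 0.44, 0.47 over distinct positions and -0.13 to 0.079 with a replicate left out. RPL8A (-0.19) was 0.41, 0.35, 0.29 and, over distinct positions, 0.26. Depth limits the Rrp41 comparison most, where 69 of 275 tRNA genes and 506 of 739 CUTs have 0 reads in a group.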

Differences from the paper's values

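No value that the paper states and that was also computed here differs by more than 1.5 times and by more than the spread. Tests in this part were planned.

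The closest comparisons are as follows. For the share of mRNAs the paper shows about 25% with wild type Rrp41 and about 14% and 13% with Rrp41-channel in Fig 7A, read by eye, against 23.6%, 11.6% and 10.4% here. Shares of reads outside the rDNA, 61.2%, 41.8% and 40.8%, and of distinct positions, 42.9%, 27.1% and 21.4%, lie outside the paper's values. In the S5 Table, the paper's ratios of wild type Rrp41 over Rrp41-channel are 0.702 for RPS14B, 0.979 for NRD1, 0.984 for HRP1 and 0.868 for TYE7, against 0.837, 1.30, 1.28 and 1.02 here. The paper averages 2 wild type libraries, of which 1 was analysed here.

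For some single genes the paper's statements can be set beside these libraries. The paper places NRD1 and HRP1 among mRNAs whose Rrp44 binding Rrp41-channel does not reduce. Here their log2 fold changes were -0.38 and -0.35, which turn to 0.21 and 0.24 with TMM factors, to 0.15 and 0.18 with reads outside the rDNA and to 0.092 and 0.12 with DESeq2. The paper lists NAB3 with them, citing S5 Table, which does not hold it. Here NAB3 had a log2 fold change of -1.46, while that of DBP2, in the same group, was 0.97. For these 4 genes the change in the fit with all libraries was smaller than its standard error. The paper's ratios also average in a wild type library that was not analysed here, so these values do not settle the direction. The paper describes Rrp44-exo-S1 as having lost the binding of Rrp44-exo upstream of INO1. The Rrp44-exo-S1 libraries had 14 and 7 reads in the 437 nt before the start codon. Without Rrp44-exo libraries these counts cannot tell how far binding fell.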

Other observations

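The tests on the rRNA share, on copies of reads, on the other wild type library, on read length and on abundant snoRNAs were chosen only after the result was seen. The lists in the next paragraphs were fixed earlier.

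With Rrp41, 42 of 46 box C/D snoRNAs lay below Rrp44-exo-S1, where replicate 2 of Rrp41 adds few reads. Of these 46 snoRNAs 16 were lower than with Rrp44-exo-S1 when adjusted over the list alone and 0 over all transcripts (edgeR), and the median log2 fold change was -2.19 with snoRNAs without Rrp41 reads at the bound, and -5.73 as fitted (camera, adjusted p = 6.5e-18, and adjusted p = 0.0345 with an estimated correlation). U14 (SNR128), which is needed for 18S rRNA processing, had 1515 and 1585 reads with Rrp44-exo-S1 and 32 and 0 with Rrp41, while SNR48, named after its values were seen, had 726 and 1555 against 772 and 0. Read counts in this paragraph are not scaled, and mapped reads numbered 916665 and 1209187 for Rrp44-exo-S1 against 171020 and 5618 for Rrp41. Scaled to mapped reads, SNR48 was higher in the larger Rrp41 library than with Rrp44-exo-S1. Of 29 box H/ACA snoRNAs 1 was lower when adjusted over the list alone, with a median of -2.03 at the bound (camera, adjusted p = 6.17e-11, and adjusted p = 0.00515 with an estimated correlation), and SNR30 had 5434 and 4832 reads against 156 and 0. Genes attenuated by Nrd1 and Nab3 had a median of -1.97 (camera, adjusted p = 0.000139, and adjusted p = 0.0345 with an estimated correlation), and NRD1 had 627 and 859 reads against 5 and 0. The median of all transcripts, many of them without Rrp41 reads, was lower as fitted, -5.61. Camera placed the box H/ACA snoRNAs and the attenuated genes below the other transcripts, while their fitted medians lay 2.40 and 3.64 above that median. Camera weights all libraries alike and adds part of a read to each count, and 1 read is 178 RPM in Rrp41 replicate 2. Transcripts with 0 reads there thus take a high value, so the camera values for Rrp41 do not separate binding from depth.

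With Rrp6, cell wall protein genes had few reads: 10 of 20 were lower than with Rrp44-exo-S1 when adjusted over the list alone and 0 over all transcripts (edgeR), with a median of -2.32 at the bound (camera, adjusted p = 0.0192, and adjusted p = 0.362 with an estimated correlation). As fitted the list lay -3.07 from the median of all transcripts, which was -2.18. HSP150, a secreted cell wall mannoprotein, had 0 Rrp6 reads against 184 and 238 with Rrp44-exo-S1, and PIR1, a covalently linked wall protein, 3 and 0 against 155 and 168, both named after their values were seen. Of 743 CUTs 80 were lower with Rrp6 when adjusted over the list alone, with a median of -1.71 at the bound. As fitted CUTs lay 0.29 above the median of all transcripts, though camera placed them below the others (camera, adjusted p = 0.00623, and adjusted p = 0.804 with an estimated correlation). Box C/D snoRNAs lay 2.37 above the median of all transcripts (camera, adjusted p = 8.7e-07, and adjusted p = 0.331 with an estimated correlation). With Csl4, chaperone genes lay 2.54 above the median of all transcripts (camera, adjusted p = 0.00724, and adjusted p = 0.704 with an estimated correlation), with 263 ± 66.8 RPM (SD, n = 2) on SSA1 against 176 ± 27.0 RPM (SD, n = 2) with Rrp44-exo-S1, and with Mtr4 they lay -1.14 from it (camera, adjusted p = 0.0204, and adjusted p = 0.736 with an estimated correlation), with 27.3 ± 15.6 RPM (SD, n = 2) on SSA1. CUTs had a median of -2.33 with Csl4 at the bound (camera, adjusted p = 2.77e-10, and adjusted p = 0.704 with an estimated correlation). As fitted they lay -1.52 from the median of all transcripts, which was -2.03. Between Mtr4 and Rrp6, tRNA genes lay -1.23 from the median of all transcripts (camera, adjusted p = 2.74e-06, and adjusted p = 0.757 with an estimated correlation) and the 6 copies of 5S rRNA were lower with Mtr4 when adjusted over the list of RNAPIII transcripts alone, with 24861 ± 1381 RPM against 60823 ± 107 RPM (SD, n = 2 each) on RDN5-1.

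For Rrp41-channel against wild type Rrp41, lists not named so far had median log2 fold changes of -1.65 for 5 genes of fatty acid synthesis (camera, adjusted p = 0.327), -1.18 for 20 of the cell wall (adjusted p = 0.421), -1.06 for 7 regulated by inositol (adjusted p = 0.499), -0.89 for 11 of the TCA cycle (adjusted p = 0.376), -0.55 for 5 regulated by zinc, or 0.00 with TMM factors (adjusted p = 0.499), and -0.62 for 6 marker and construct genes (adjusted p = 0.795). The genes the paper names, which it chose on these samples, had 0.11 over 18 (adjusted p = 0.0716). In edgeR 0 members of these lists passed over all transcripts or adjusted over the list alone.

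The share of mRNA reads was lower in both Rrp41-channel libraries. A larger rRNA share as the whole cause is argued against, as the log2 ratio was -0.57 among reads outside the rDNA, though it was -1.10 among all reads, so that a part of it stays open. Copies of a few reads are argued against by -0.82 over distinct positions. An unusual wild type library stays open: against the paper's other wild type library the median was -1.61 for the mRNAs of S5 Table, but by its values that table seems to have been chosen on wild type libraries, which favours a lower value with Rrp41-channel. The Rrp41-channel mutation, which the design names, stays among the open explanations and may be the source, as a hypothesis, since the single wild type library leaves its own spread unknown.

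The snoRNA binding peak of Mtr4 lay upstream of that of Rrp44-exo-S1. Read length is argued against, since Mtr4 replicate 1 and the Rrp44-exo-S1 libraries, read to the same length, differed by -31 nt, and a few abundant snoRNAs by -31.5 nt with each snoRNA scaled alike. By read 3' ends the Mtr4 libraries differ from each other, at 27 and 4 nt past the end. A difference in where the proteins contact snoRNAs may account for it and stays open as a hypothesis; the state of the RNA bound to each protein was not tested.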
